# Drp1 regulates mitochondrial dysfunction and dysregulated metabolism in ischemic injury via Clec16a-, BAX-, and GSH- pathways

**DOI:** 10.1038/s41419-020-2461-9

**Published:** 2020-04-20

**Authors:** Chenyang Duan, Lei Kuang, Xinming Xiang, Jie Zhang, Yu Zhu, Yue Wu, Qingguang Yan, Liangming Liu, Tao Li

**Keywords:** Apoptosis, Autophagy, Mitochondria, Metabolic disorders, Trauma

## Abstract

The adaptation of mitochondrial homeostasis to ischemic injury is not fully understood. Here, we studied the role of dynamin-related protein 1 (Drp1) in this process. We found that mitochondrial morphology was altered in the early stage of ischemic injury while mitochondrial dysfunction occurred in the late stage of ischemia. Drp1 appeared to inhibit mitophagy by upregulating mito-Clec16a, which suppressed mito-Parkin recruitment and subsequently impaired the formation of autophagosomes in vascular tissues after ischemic injury. Moreover, ischemia-induced Drp1 activation enhanced apoptosis through inducing mitochondrial translocation of BAX and thereby increasing release of Cytochrome C to activate caspase-3/-9 signalling. Furthermore, Drp1 mediated metabolic disorders and inhibited the levels of mitochondrial glutathione to impair free radical scavenging, leading to further increases in ROS and the exacerbation of mitochondrial dysfunction after ischemic injury. Together, our data suggest a critical role for Drp1 in ischemic injury.

## Introduction

Ischemia, a condition marked by insufficient blood supply to tissues^1^, hallmarks haemorrhagic shock^2^, myocardial infarction, stroke^3^, and tumorigenesis^4^. The extent of tissue injury is associated with the extent of oxygen deprivation and the duration of the ischemic period^5^. In the early stages of ischemia, vasoconstriction in the skin and viscera is prominent due to activity in the sympathetic-adrenal medullary system, which compensates for the decrease in blood pressure to maintain adequate blood flow to the heart and brain^6^. In the late-stage ischemia, vascular hyporeactivity with a progressive decrease in blood pressure may cause multiple organ dysfunction, and even death^7^.

Mitochondria are a major target in hypoxic/ischaemic injury, while increasing mitochondrial damage occurs with prolonged ischemic duration^8^, which in turn compromises cellular bioenergetics^9^. However, whether the perturbation of mitochondrial homeostasis and cellular energetics in the vascular system occurs in a time-dependent manner after ischemic injury remains unknown.

The balance of mitochondrial dynamics, including mitochondrial fission and fusion, ensures the maintenance of mitochondrial function under physiological conditions^10^. Mitochondrial morphology is governed by the balance of mitochondrial fusion, mediated by mitofusins and optic atrophy 1 (OPA1), and fission, mediated by dynamin-related protein 1 (Drp1). Disordered mitochondrial dynamics alter metabolism, proliferation, apoptosis and mitophagy, all contributing to serious diseases including neurodegenerative syndromes, pulmonary arterial hypertension (PAH), and cancer^11–15^. Ischaemia may cause vascular dysfunction through Drp1-mediated mitochondrial fission^16^. Recent studies have shed light on the roles of Drp1 in ischemia-induced cellular dysfunction in traumatic injury^10^. However, a comprehensive and systematic study has yet to be conducted on the specific regulatory mechanism of Drp1 on homeostasis of the internal environment of mitochondria after ischemic injury.

Here, we used microarray data from rats in different phases of ischaemic injury to study the effects of varying degrees of ischaemic injury on the molecular pathways linked to mitochondria. In addition, we used Drp1 knockout (KO) mice (Drp1±) to determine the function of Drp1 in biomedical processes under physiological and ischaemic conditions.

## Materials and methods

### Animals

Sprague-Dawley (SD) rats were purchased from Army Medical University (Chongqing, China) and Drp1 KO mice (Drp1±) were generated by Shanghai Model Organisms Center, Inc. (Shanghai, CHINA). The Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org) showed that mice homozygous for the knockout Drp1 allele exhibit embryonic lethality. The frameshift and functional loss of the Drp1 gene reading frame was achieved by CRISPR/Cas9 and non-homologous recombination repair to pull in the mutation and obtain Cas9 mRNA/gRNA. F0 Drp1 KO mice generation was obtained afterwards. The transcript Ensembl for Drp1 KO was Dnm1l-203 (ENSMUST00000115749.2) and the targeted exon was exon 2^17^. All procedures were approved by the Research Council and Animal Care and Use Committee of the Research Institute of Surgery, Army Medical University (Chongqing, China). The investigation conformed to the protocols in the Guide for the Care and Use of Laboratory Animals (National Institutes of Health, Publication No. 85–23, Revised 1996) and single bind method for analysis was applied. Randomization was used to group the animals.

### Materials

Antibodies for Drp1 (ab56788), GDAP1 (ab100905), Tomm20 (ab186734), Pi3kca (ab40776), Hif1a (ab51608), Bik (ab41716), Amd1 (ab127576), Pink1 (ab23707), Parkin (ab77924), Bnip3 (ab219609), Bnip3l (ab155010), mTOR (ab32028), Phospho-mTOR (ab109268), LC3 (ab192890), Clec16a (ab75346), Lamp1 (ab24170), BAX (ab32503), CytC (ab133504), Caspase-3 (ab13847), Caspase-9 (ab32539), β-actin (ab8226), and COX4 (ab110272) were purchased from Abcam (Cambridge, MA, USA). Antibodies for Drp1 Ser616 (CST#3455) and Ser637 (CST#4867) were purchased from Cell Signaling Technology (Danvers, MA, USA). Antibodies for Pdzd8 (orb1959), Inf2 (orb309456) were purchased from Biorbyt (Cambridge, UK). MitoTracker Deep Red (M22426) was purchased from Invitrogen (Carlsbad, CA, USA). The JC-1 fluorescent probes for mitochondrial membrane potential (△Ψm) detection (C2006), Calcein probes for mitochondrial permeability transition pore (mPTP) opening detection (C2009S), DCFH-DA fluorescent probes for reactive oxygen species (ROS) detection (S0033), glutathione (GSH) and oxidized glutathione (GSSG) Assay Kit (S0053), Ad-mCherry-GFP-LC3B (C3011) and GFP-LC3 (C3006) were purchased from Beyotime Biotechnology (Shanghai, CHINA). In situ Cell Death Detection Kit (TUNEL) (11767291910) was purchased from Roche (Basel, Switzerland). LysoTracker Deep Red (L7528) was purchased from Thermo Scientific (Waltham, MA, USA). The Mitophagy detection kit (MD01) was purchased from Dojindo Molecular Technology (Tokyo, JAPAN). Protein A/G magnetic beads for immunoprecipitation (MB11250) was purchased from Sino Biological (Houston, Texas, USA).

The vascular smooth muscle cell line (VSMC) was obtained from the Cell Bank of the Chinese Academy of Sciences (Shanghai, CHINA). Drp1 shRNA (short hairpin RNA) was generated by Obio Technology (Shanghai, CHINA). Primers for Drp1 KO genotype were Forward-GTGCCACTCGGACTGCCTTCT and Reverse-GACCTGCTCCCCACATCAACA while primers for WT genotype were Forward- GTGCCACTCGGACTGCCTTCT and Reverse- CACTGAGCTCTTCCCACTGC (KO = 1115 bp and WT = 2242 bp). All other chemicals were purchased from Sigma unless specifically mentioned otherwise.

### Model preparation

To prepare the ischemia model, rats (220–240 g) were anaesthetized with sodium pentobarbital (initial dosage, 30 mg/kg). Anaesthetized rats were placed on a warmed plate to maintain body temperature at 37 °C. Aseptic techniques were adopted for all surgical procedures. The right femoral arteries were catheterized with polyethylene catheters for bleeding 50% of total blood volume (≈7% of weight). Measurement of ischemia time was started after the model was established^18^. At the end of ischemia, rats were sacrificed with a lethal dose of sodium pentobarbital (100 mg/kg, iv). A laparotomy was then carried out to obtain superior mesenteric artery tissue (SMAs). The same procedure was also carried out on Drp1 KO mice (20–25 g).

For hypoxia treatment, VSMCs were placed in a hypoxia compartment and bubbled with hypoxic gas (95% N_2_ and 5% CO_2_) at 3 L/min for 15 min, followed by a 10-min rest. This procedure was repeated five times until the O_2_ concentration was below 0.2%. The cells were then cultured in hypoxic conditions and maintained for 1 h or 4 h, corresponding to the ischemia conditions in vivo^19^.

### Gene expression profiling with Agilent microarrays

Total RNA was extracted from isolated SMAs by Trizol^®^ (Invitrogen, CA, USA) followed by purification using RNeasy columns (Qiagen, Hilden, Germany) according to protocol. The quantity and quality of RNA preparations were evaluated on an Agilent 2100 Bioanalyzer with RNA6000 Nano Reagents and Supplies (Agilent, Santa Clara, CA, USA). Quality-checked RNAs were then transcribed with the First-Strand cDNA Synthesis Kit (Agilent, Santa Clara, CA, USA); the original microarray data from this study are available at the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo/). The 9 SD rat chips of 3 ischemic conditions (Normal, Ischemia 1 h, Ischemia 4 h) from three individuals are available under the accession number GSE123542. For the database of Drp1-knockout mice, 14 chips from Drp1 +/+ and Drp1 +/− mice (Normal_Drp1 +/+: 3 individuals, Normal_Drp1 +/−: 4 individuals, Ischemia_ Drp1 +/+: 3 individuals, Ischemia_Drp1 +/−: 4 individuals) are available under the accession number GSE124096.

### Analysis of microarray data

The normalized ratio of gene expression signals was log2 transformed, and hierarchical clustering was performed with average linkage. Paired-end analysis was used to locate segments in sequence assembly and pacBioToCA genome assembly was used to map the data. The clustered heatmap was visualized using Treeview. The RVM (Random variance model) F-test was applied to filter differentially expressed genes (DEGs) for the different situations. After the significance analysis and FDR (false discovery rate) analysis, we selected the differentially expressed genes according to an FDR threshold set at FDR < 0.05, and according to the fold changes of any two groups >1.5.

A Series-Cluster analysis was performed to identify the global trends of mitochondrial DEGs in relation to either time after ischemia or time after Drp1 knockdown. Fisher’s exact test was applied to identify the model profiles with probability significantly higher than expected at random^20^.

Gene ontology (GO) analysis^21^ was performed to help elucidate the biological process (BP), molecular function (MF), and cellular component (CC) of unique genes in either the significant or representative profiles. GO analysis was conducted to identify the main function of the genes having the same expression trend according to GO analysis. Fisher’s exact test and χ^2^ test were applied to identify the significant GO categories, and FDR was used to correct p-values.

### Analysis of metabolic profiling

Principal Component Analysis (PCA)^22^ was performed to orthogonally transform a set of observed variables into linear data in order to reveal the internal structure of the data. Abscissa PC1 and ordinate PC2 in the PCA score scatter plot represent the scores of the first and second principal components, respectively. Multivariate Analysis was used to assess the relationship between metabolites and their promotion or antagonism of biological processes. The screening criteria for differential metabolites were: Variable Importance in the Projection (VIP) value >1 and *p*-value for Student’s *t*-test <0.05. Volcano plots were produced to visualize the results of screening differential metabolites. The results of the metabolic pathway analysis were displayed by bubble diagram. Each bubble in the bubble diagram represents a metabolic pathway. The abscissa and size of the bubble indicated the size of the pathway’s influence factor in the topological analysis. The larger the size of the bubble, the greater the pathway influence. The longitudinal coordinate and colour of the bubble represent the *p*-value of the enrichment analysis (- lnP-value). The smaller the *p* value, the more significant the degree of pathway enrichment.

### Twenty-four hour metabolic cage detection

The metabolic cage was preheated for 30 min and loaded with the same weight of feed and drinking water. After gas calibration, the mice were weighed and placed in the corresponding metabolic cage. The Oxymax software and default hardware configuration files were used to continuously measure the oxygen consumption (VO2), respiratory quotient and heat levels of each individual for 24 h.

### Subcellular fractionation

Isolated SMAs or VSMCs were collected in filter cartridges. Cytosol fractions were isolated using a MinuteTM Cytoplasmic Extraction Kit (Invent Biotechnologies, Inc. SC-003, Beijing, CHINA). Mitochondria fractions were isolated using a MinuteTM Mitochondria Isolation Kit (Invent Biotechnologies, Inc. MP-007, Beijing, CHINA)^23^. Fractioned proteins were used for immunoblotting analyses with the indicated antibodies.

### Confocal microscopy observation

For confocal imaging, the Leica TCS SP5 (Leica Microsystems, Wetzlar, Germany) inverted confocal microscope was used. VSMCs were seeded in confocal culture plates at a density of 1 × 10^5^ cells per well. VSMCs were transfected with Ad-mcherry-GFP-LC3B for 24 h and then incubated in 10% FBS complete medium for another 24 h after removing the virus solution. Mitochondria were incubated with MitoTracker Deep Red (100 nM for 30 min, 37 °C), which was excited by 633 nm laser and emission was collected at 558–617 nm^24^. Cellular lysosomes were incubated with LysoTracker Deep Red (100 nM for 30 min, 37 °C), which was excited by 647 nm laser and emission was collected at 668 nm^25^.

### Transmission electronic microscopy imaging

Fresh SMA tissues were quickly fixed with arsenate buffer containing 2.5% glutaraldehyde for 24 h (pH = 7.4, 4 °C). After three 10 min-washes with 0.13 M Phosphate Buffered Saline (PBS), the tissues were post-fixed in 1% OsO_4_ for 2 h at room temperature and then dehydrated in a graded series of ethanol (65%, 70%, 75%, 80%, and 95% for 10 min each). Subsequently, the tissues were incubated with tert-butoxide for 10 min and then dried with CO_2_ (carbon dioxide), stained with uranyl acetate or lead citrate, and coated with gold (Au) using ion sputter coater. Finally, samples were viewed and imaged with a transmission electron microscope (H-7500, Hitachi Company, Japan)^26^.

### mPTP opening detection

VSMCs were seeded in 20 mm-diameter confocal petri dishes at a density of 1 × 10^5^ cells per well. mPTP opening detection was based on the protocol described previously^27^. Hypoxia-treated VSMCs were co-incubated with Calcein (2 μM) and MitoTracker (100 nM) for 30 min. After washing twice with PBS, the cells were then exposed to CoCl_2_ (2 mM) for 15 min to detect the distribution of cobalt inside mitochondria. The degree of mPTP opening was reflected by Red (MitoTracker)/Green (Calcein) fluorescence.

### Mitophagy assay

VSMCs were seeded in 20-mm-diameter confocal petri dishes at a density of 5 × 10^4^ cells per well. Mitophagy in live cells was monitored using the Mitophagy detection kit (Dojindo Molecular Technologies)^28^. The level of mitophagy was defined by the area of Mtphagy dye per cell. At least 50 cells were qualified in each group. The levels of colocalization of both Mtphagy dye and lysosome dye were also analysed. Quantification analysis was carried out using Image J.

### TUNEL assay

VSMCs were incubated on 20-mm-diameter petri dishes at a density of 5 × 10^4^ cells and fixed with 4% paraformaldehyde at room temperature for 60 min. After washing three times with PBS for 5 min, cells were incubated with 0.1% Triton-100 PBS for 5 min in an ice bath. The TUNEL detection solutions were prepared as previously described^29^ and 50 ul were added into each petri dish. After incubation, the solutions were then washed three times (5 min each) and DAPI was added to stain nuclei. The TUNEL florescent probe was excited by a 488 nm laser and the detection wavelength was set from 515 to 565 nm. Quantification for the TUNEL assay was conducted using Image J to measure the FITC fluorescence intensity.

### ROS and mitochondrial membrane potential (△Ψm) assay

VSMCs were seeded in 20-mm-diameter confocal petri dishes at a density of 5 × 10^4^ cells per well. After hypoxia treatment, the cells were stained with 1% DCFH-DA ROS fluorescent probes or 0.1% JC-1 fluorescent probes and incubated for 20 min at 37 °C. The ROS fluorescence and JC-1 monomer were excited by a 488 nm laser and emission was collected at 501–563 nm. The JC-1 aggregate fluorescence was excited by a 633 nm laser and emission was collected at 558–617 nm. Quantification for the ROS assay was conducted using Image J to measure the FITC fluorescence intensity, and quantification for the △Ψm assay was carried out to measure the fluorescence intensity ratio of JC-1 aggregate/JC-1 monomer.

### GSH and GSSG measurements

Vascular tissues were ground into powder with liquid nitrogen and treated with compounds according to the instructions. After the samples were harvested, lysed and centrifuged, the supernatant was used to determine mitochondrial glutathione (GSH) and oxidized glutathione (GSSG) levels using a GSH and GSSG Assay Kit by an Infinite M200 Pro microplate reader (Tecan, USA). GSH levels and the GSH/GSSG ratio were calculated as previously described^30^.

### Co-Immunoprecipitation (Co-IP)

Co-Immunoprecipitation (Co-IP) was performed using the Protein A/G Magnetic Beads IP Kit according to the manufacturer’s instructions. Ten microgram BAX antibody was diluted with 200 μl PBST in a tube. 50 μl Protein A/G Magnetic Beads was added into the mixture and then incubated for 10 min at room temperature, and the BAX-conjugated immunomagnetic beads were prepared after removing the supernatant on the magnetic separator. After the samples were harvested, lysed and centrifuged, the supernatants were gently mixed with BAX-conjugated immunomagnetic beads to prepare an immunomagnetic beads-antibody-antigen complex. After washing the beads with PBS three times, the above complex was resuspended in 100 μl PBS and was used to detect endogenous interaction between BAX and Drp1 by visualizing the intensity of Drp1 bands.

### Western blotting (WB)

Cell pellets were solubilized with RIPA buffer (Radio-Immunoprecipitation Assay, Beyotime Biotech, CHINA) with the addition of complete Protease Inhibitors (Roche, Switzerland) and Phosphatase Inhibitors (Roche, Switzerland), electrophoresed, and blotted onto PVDF (Polyvinylidene Fluoride) membranes. The membranes were incubated with indicated primary antibodies followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies (Beyotime Biotech, CHINA). Protein concentration was calculated by the BCA (Bicinchoninic Acid) Protein assay kit (Thermo Scientific Pierce, UK). Blotted proteins were visualized using an enhanced chemiluminescence detection kit (Tiangen Biotech, CHINA). The intensity of the bands was analysed by Quantity One V 4.62 Software (Bio-Rad, Life Science, USA). The relative protein expression was calculated by Image J software using the formula”Gray value of targeted protein band/Gray value of interior reference band (such as β-actin, COX4, etc)”.

### Statistics analysis

Results were expressed as means ± standard deviations (SD). Power test was used to estimate the sample size. One-way analysis of variance (ANOVA) was used for experiments with more than two groups and followed by Tukey’s post-hoc analysis. The survival analysis was calculated by the Kaplan-Meier method using SPSS (SPSS Inc., Chicago, IL, USA). *p* < 0.05 was considered statistically significant.

## Results

### Mitochondrial dysfunction is closely related to autophagy, apoptosis, and metabolism after ischemic injury

In order to investigate the dynamic changes in mitochondrial genomics after ischemic injury, we collected vascular tissue [superior mesenteric artery (SMA)] samples from rats at different durations of ischemia to assemble gene chips and conduct whole transcriptome sequencing. After detecting 1200 differential genes in 46,095 gene chip probes, we focused on mitochondria-related genes. The results showed that, in contrast to the normal group, the significantly altered mitochondria-related genes after 1-h ischemic injury included Gdap1, Tomm20, Bnip3, Bnip3l, Drp1, Pdzd8, and Inf2. GSEA revealed that these genes are mainly involved in the morphological changes of mitochondria (mainly the mitochondrial fission process) and the endoplasmic reticulum (ER)-mitochondria (Mito) tethering process. The significantly altered mitochondria-related genes after 4-h ischemic injury included Ubb, Pi3kca, Hif1a, p62, LC3, Bik, Bid, Vegfa, Stat1, Amd1, Ranbp2, and Drp1. The functional pathways involved included: (1) autophagy pathways such as mitochondrial membrane potential (△Ψm), mitophagy, and macroautophagy; (2) apoptosis pathways such as mitochondrial membrane permeability, Cytochrome C release, and apoptosis of innate cells; and (3) metabolic pathways such as amine metabolism and ketone metabolism (Fig. 1A).

**Fig. 1:**
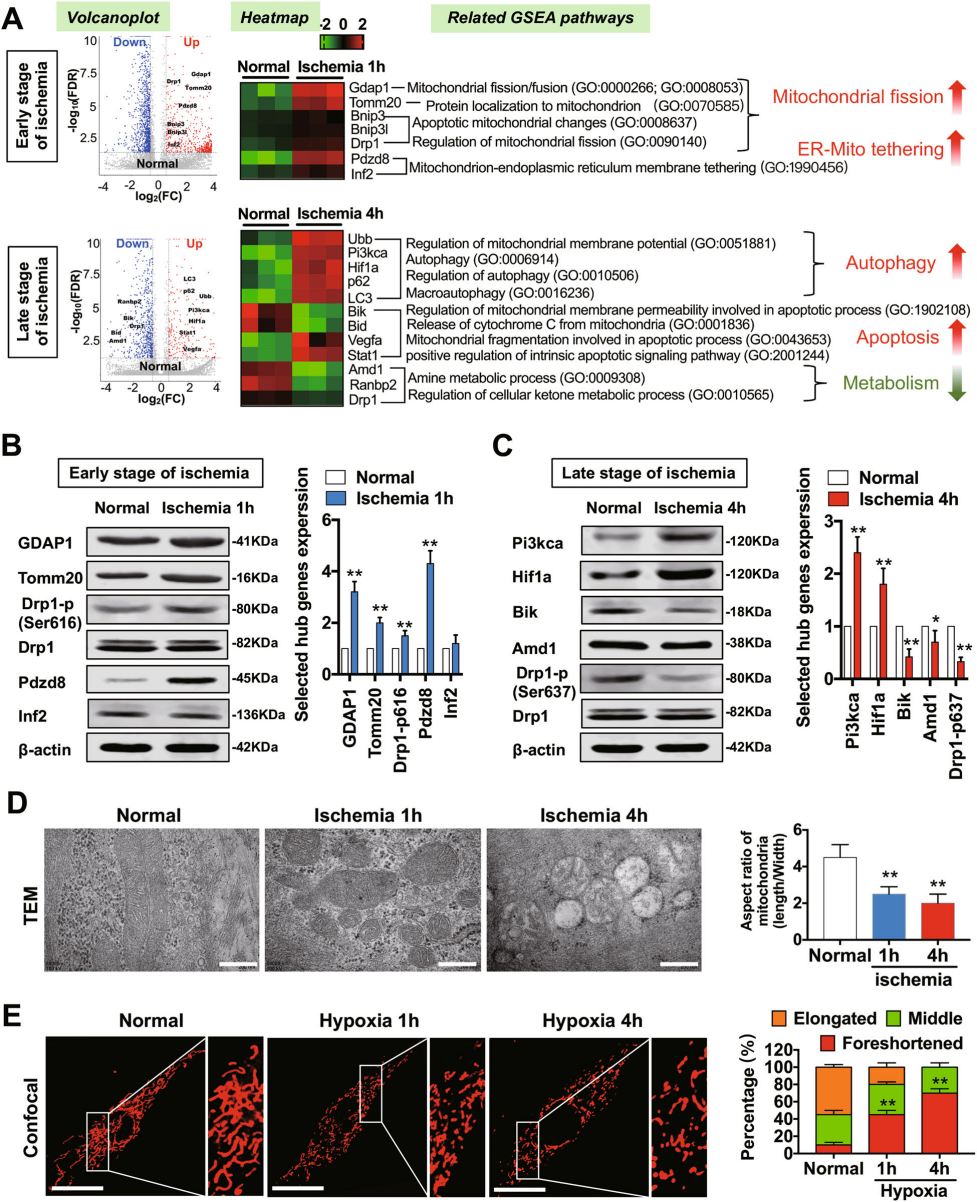
Molecular pathways linked to mitochondria in different phases of ischemia. **a** Mitochondrial-DEGs at 1 h and 4 h ischemic periods based on mitochondrial-genome microarrays. FDR values are shown in volcano plots and relative expression of DEGs for each sample are shown in heatmaps. The related GSEA pathways and GO ID numbers are listed. **b** Western blot and statistical analysis of representative hub genes for the 1 h ischemic period. **c** Western blot and statistical analysis of representative hub genes for the 4 h ischemic period. **d** TEM (transmission electronic microscopy) images to observe mitochondrial morphology of SMAs at 1 h and 4 h ischemic periods. (bar, 400 nm). **e** Confocal images to observe mitochondrial morphology of VSMCs in hypoxic conditions for 1 h and 4 h (63X_bar, 25 μm). Quantitation was performed in triplicate and scored into three categories: foreshortened, middle, and elongated mitochondria, with 100 cells scored per group. *p < 0.05 and **p < 0.01 compared to the normal group.

Protein levels of several genes were assessed to verify the transcriptome results, showing that the expression levels of Gdap1, Tomm20, Pdzd8, and Drp1 Ser616 were clearly upregulated in the early stages of ischemic injury (1 h) (Fig. 1B); Pi3kca and Hif1a were upregulated while Bik, Amd1, and Drp1 Ser637 were notably downregulated in the late stages of ischemic injury (4 h) (Fig. 1C).

To verify the functional pathways of mitochondria-related genes by GSEA, we examined the morphologic changes of mitochondria in vascular tissues after ischemic injury with a transmission electron microscope (TEM) and found that the number of mitochondria increased substantially in the early stage of ischemia, and that the aspect ratio of mitochondria decreased by 50% (Fig. 1D). We further simulated ischemic injury at the cellular level via hypoxia treatment of vascular smooth muscle cells (VSMCs). The mitochondria labelled by MitoTracker^®^ were mostly in elongated or thread shapes under normal conditions, while mitochondrial fragmentization became more pronounced and the quantity of foreshortened mitochondria increased 4-fold after hypoxia treatment (Fig. 1E). These results suggest that mitochondrial morphology changed in the early stage of ischemic injury and manifested primarily as the occurrence of excessive mitochondrial fission.

Next, we compared the TEM results for mitochondria in 1 h- and 4 h- ischemic conditions (Fig. 1D) and found that in the late stage of ischemia (4 h), the internal structure of mitochondria was disorganized and the vacuolization was severe. To examine whether mitochondrial dysfunction may occur in the late stage of ischaemic injury, we studied the variations in mitochondrial function after hypoxia treatment in VSMCs at different time points. We found that certain indices of mitochondrial function such as △Ψm, mPTP opening, ROS level, and TUNEL apoptosis registered no statistical difference compared to those in the normal group (*p* > 0.05) after 1-h hypoxia treatment, while after 4-h hypoxia treatment, △Ψm decreased by 77% (Fig. 2A), mPTP opening increased 2.7-fold (Fig. 2B), ROS level was upregulated 4.8-fold (Fig. 2C), and the FITC value of the TUNEL index increased 5.3-fold (Fig. 2D) (*p* < 0.05). These results suggest that mitochondrial dysfunction may occur in the late stage of ischemic injury, consistent with GSEA results. We further screened the gene clusters associated with autophagy, apoptosis, and metabolism in pre-transcriptome differential genes and constructed a dynamic co-expression network (Fig. 2E) of mitochondria-related gene clusters screened from Fig. 1A, from which we found that essential genes such as Drp1, Pik3ca, and Hif1a may play roles in regulating multiple functional pathways after ischemic injury.

**Fig. 2:**
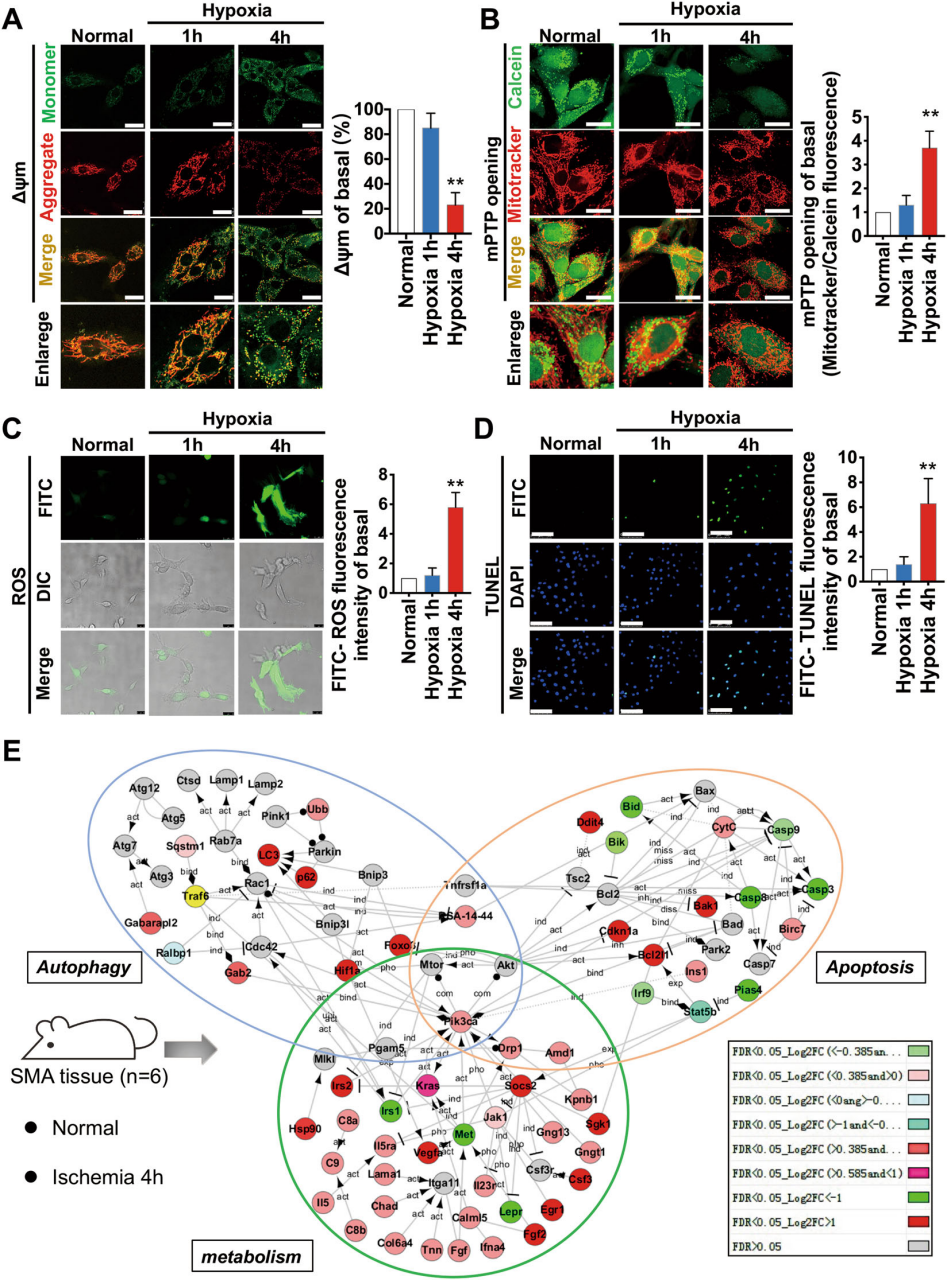
Mitochondrial dysfunction is closely related to the processes of autophagy, apoptosis, and metabolism after hypoxia in VSMCs. **a** Representative confocal images and statistical analysis of mitochondrial transmembrane potential (Δψm) which were labelled by JC-1 monomer (green fluorescent probe) and JC-1 aggregate (red fluorescent probe) in VSMCs in hypoxic conditions for 1 h and 4 h (40X_bar, 25 μm). **b** Representative confocal images and statistical analysis of mPTP openings, which were labelled by calcein (green fluorescent probe) and MitoTracker® (red) in VSMCs in hypoxic conditions for 1 h and 4 h (40X_bar, 25 μm). **c** Representative confocal images and statistical analysis of ROS generation in VSMCs in hypoxic conditions for 1 h and 4 h (40X_bar, 25 μm). **d** Representative confocal images and statistical analysis of TUNEL results in hypoxic conditions for 1 h and 4 h (20X_bar, 100 μm). **e** Co-expression network between gene clusters associated with Autophagy, Apoptosis, Metabolism, and screened mitochondria-related gene clusters. *p < 0.05 and **p < 0.01 compared to the normal group.

### Drp1 plays an important role in the regulation of mitochondrial and other essential functional pathways after ischemic injury

To study the function of Drp1 under physiological and ischemic injury conditions, we conducted whole-genome sequencing with Drp1 KO mice (Fig. S1A,B). 

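RNA from the superior mesenteric artery (SMA) of 14 mice was sequenced in 4 groups. These were 3 WT and 4 Drp1 KO mice under normal conditions and 3 WT and 4 Drp1 KO mice after ischemia. The paper gives the genotype of the KO mice as Drp1 +/− and the ischemic period as 4 h, whereas the sample labels give flox/+ and 2 h. The paper's names are used for both. Whether the flox allele of the labels was deleted in these mice is not stated, so KO is here the paper's name for the group. The authors deposited the number of reads counted on each of 46095 gene symbols in each mouse, without normalization. The paper's methods call the 14 samples chips, but the values are whole-number read counts. For mapping, the paper's methods name paired-end analysis and pacBioToCA. The paper's text does not name the program that counted the reads, nor the genome annotation. Under normal conditions, the total count per mouse was 25612646 to 33409670 in WT mice (median 32575613) and 34290559 to 40255851 in KO mice (median 34576706.5). After ischemia it was 31284232 to 36795661 in WT mice (median 31676915) and 32194665 to 33908094 in KO mice (median 33049151.5). At these totals, 3 counts in a mouse correspond to 0.0745 to 0.117 CPM relative to the total count without TMM scaling, a floor that covers counting error only. No count was recorded for 18368 symbols in any mouse. The 13 mitochondrially encoded genes took 17.7% ± 7.90 of the counts (SD, n = 3) in WT mice and 17.8% ± 1.84 (SD, n = 4) in KO mice under normal conditions, and 11.8% ± 6.61 (SD, n = 3) and 11.9% ± 1.25 (SD, n = 4) after ischemia. Counts of mice of the same group differed by more than the sampling noise in each of the 18 pairs, with a chi-square of at least 58.6 per degree of freedom, so each library was counted as 1 mouse. One library, replicate 3 of the WT mice under normal conditions, came from lane 1 by its label and the other 13 from lane 8. Lane 1 therefore holds a single library of a single group, so the lane cannot be told apart from that mouse. The counts were scaled with edgeR's TMM factors and tested with edgeR's quasi-likelihood test in a fit of all 4 groups. This covered 17693 genes that passed edgeR's low-count filter. A gene was called at the limits in the paper's methods, an FDR under 0.05 by the Benjamini-Hochberg adjustment and a fold change over 1.5. The paper's methods name an RVM F-test on log2 ratios in place of a test on counts. Levels are given as TMM-scaled CPM with the SD over mice.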

The sequencing results showed that the gene read value of exon 2 in Drp1 KO mice was distinctly lower than that of WT (Fig. S1,C), while western blot results also showed that the protein expression of Drp1 decreased by approximately 40% after Drp1 KO (Fig. S1,D), both of which verified the knockout effect. 

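Drp1 is listed in the count table by its gene symbol, Dnm1l. A gene's count adds up reads over its exons, so it does not separate exon 2 from the others. Between 1849 and 2930 reads per mouse were counted on Dnm1l. Under normal conditions, its level was 73.3 ± 15.2 CPM in WT mice (SD, n = 3) and 58.9 ± 3.43 CPM in Drp1 KO mice (SD, n = 4), which was 19.8% lower. The log2 fold change was −0.32 (standard error 0.16), with an FDR of 0.974 over all genes in edgeR's quasi-likelihood test. Every KO mouse was below every WT mouse, with a highest KO value of 62.2 CPM and a lowest WT value of 63.5 CPM (two-sided exact permutation test, p = 0.0286, the smallest p that the 35 splits of these mice allow). The library of lane 1 had the highest WT value, 90.9 CPM, and without it the log2 fold change was −0.13. After ischemia, Dnm1l was at 75.1 ± 10.6 CPM in WT mice (SD, n = 3) and 69.3 ± 6.78 CPM in KO mice (SD, n = 4), which was 7.51% lower. This log2 fold change was −0.11 (standard error 0.16, FDR = 0.872 from edgeR's test). The ischemic groups overlapped, since a WT mouse at 62.9 CPM lay below 3 of the 4 KO mice (two-sided exact permutation test, p = 0.457). The 4 ischemic KO mice lay between 60.1 and 75.9 CPM. With each mouse left out in turn, the log2 fold change stayed between −0.41 and −0.13 under normal conditions and between −0.18 and −0.05 after ischemia.

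**Figure D1:**
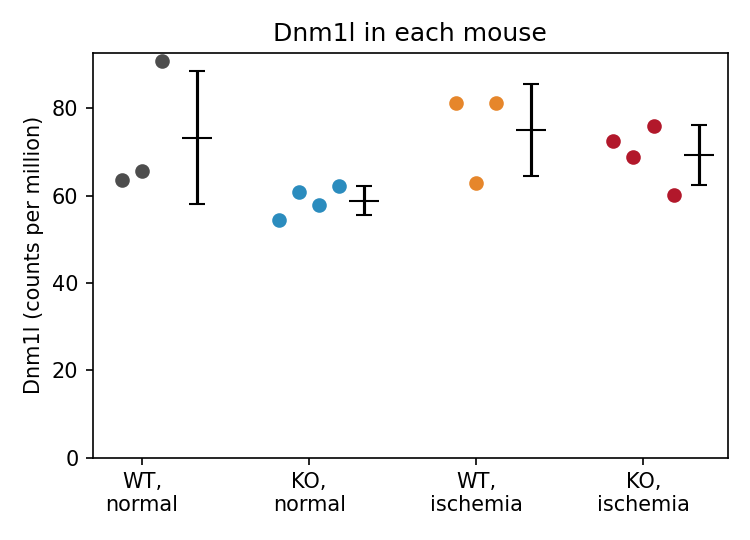
Dnm1l in TMM-scaled CPM (vertical axis) for each mouse (points) of the 4 groups, with the group mean and SD as a bar beside the points. KO mice under normal conditions lie between 54.5 and 62.2 CPM, below the 3 WT mice, while the ischemic groups overlap.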

Meanwhile, immunofluorescence images displayed lower Drp1 expression in the SMA of Drp1 KO mice compared with that in WT under both normal and ischemic injury conditions (Fig. S1,E).

To detect the regulatory pathways mediated by Drp1 under physiological conditions, we first conducted series-cluster analysis on three groups [“Normal_Drp1 +/+”, “Normal_Drp1 +/−”, and “Ischemia 4h_Drp1 +/−” (data from 11 samples in total)] and then selected the trend analysis results of No. 1 and No. 6 (differential gene clusters under normal conditions after Drp1 KO but no obvious change after ischemic injury) to reflect Drp1-mediated functional pathways under physiological conditions (Fig. S2A). 

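This series of 11 mice had 3 WT and 4 Drp1 KO mice under normal conditions and 4 KO mice after ischemia. The 3 groups were fitted alone, and edgeR's quasi-likelihood F-test covered 17203 genes. The limits of the paper's methods were passed by 39 genes. At an unadjusted p under 0.05 there were 1787 genes, which is 10.4% of those tested. Each gene was given to the trend of Fig. S2 with the highest Pearson correlation to its group means of log2 CPM. Of the 39 genes, 27 followed trend 4, and 0 followed trend 1 or trend 6. Among the 1546 genes with an unadjusted p under 0.05 and a fold change over 1.5, 25 followed trend 1 and 91 followed trend 6. The mean number over the 6 orders of the 3 groups was 210.8 for trend 1 and 176.5 for trend 6, so both trends held fewer genes than these means. The means come from the same genes, so trends 1 and 4 share a mean, and so do trends 3 and 6. The 380 genes of trend 3 and 346 of trend 4 raise these means. The shortfall therefore does not show whether KO changed genes under normal conditions. The direct comparison of KO with WT mice under normal conditions gave 0 genes past the limits and 929 genes at an unadjusted p under 0.05, which is 5.25% of the 17693 genes tested. Its smallest FDR was 0.557. Among the settings chosen beforehand, DESeq2 raised these counts most. It gave 575 genes in the 3-group test, with 7 in trend 1 and 24 in trend 6, and 50 between KO and WT mice. Leaving out each mouse in turn gave 1 to 178 genes in the 3-group test and 0 to 29 between KO and WT mice.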

The functional and pathway enrichment analysis showed that Drp1 may be involved in the following biological processes under physiological conditions: (1) regulation of the GTPase activity of Rac, Rho, Rap, etc. (2) regulation of protein complex assembly, myosin II complex formation, actin cytoskeleton regulation, etc. (3) regulation of endoplasmic reticulum morphology and its functions; and (4) regulation of vasoconstriction or vasodilation (Fig. 3A).

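The heatmap of Fig. 3A names 12 genes, 3 of trend 1 and 9 of trend 6, and does not pair them with the terms. Of the trend 1 genes, Nrg1 had 168 counts over the 14 mice and did not pass the low-count filter of the series under normal conditions. Shroom4 fell from 46.8 ± 5.16 CPM in WT mice (SD, n = 3) to 30.7 ± 4.25 CPM in KO mice (SD, n = 4) and stayed at 32.8 ± 6.08 CPM in KO mice after ischemia (SD, n = 4). Its mean log2 CPM (prior count of 2) differed by −0.62 between KO and WT mice, and its FDR was 0.351 in edgeR's 3-group test. Ddx58 was at 75.8 ± 69.4 CPM in WT mice (SD, n = 3), 32.3 ± 6.78 CPM in KO mice (SD, n = 4) and 20.1 ± 3.21 CPM in KO mice after ischemia (SD, n = 4), which placed it in trend 0. A single WT mouse was at 154 CPM and another was at 22.4 CPM, below every KO mouse under normal conditions. The FDR of Ddx58 in edgeR's 3-group test was 0.293. DESeq2 called it with an FDR of 0.0193, and over the alternatives set beforehand its FDR ran from 0.0193 to 0.43. With a mouse left out it ran from 0.0346 to 0.546 in edgeR's test and passed in 1 of 11 fits. Of the 9 trend 6 genes, 8 followed trend 6, and Tpbg followed trend 7. Their differences of mean log2 CPM between KO and WT mice under normal conditions ran from 0.88 for Ric3 to 1.81 for Bdkrb2. These are not the fold changes of edgeR's fit. Ric3 rose from 9.80 ± 3.18 CPM in WT mice (SD, n = 3) to 17.8 ± 2.62 CPM in KO mice (SD, n = 4) and was at 19.7 ± 2.69 CPM after ischemia (SD, n = 4). It had the smallest FDR of the 12 genes, 0.257 in edgeR's 3-group test, and 1 KO mouse under normal conditions, at 13.9 CPM, lay apart from the other 3. DESeq2 called Ric3 with an FDR of 0.0182, and over the alternatives set beforehand its FDR ran from 0.0182 to 0.33. Single KO mice also lay apart for Fam19a1 under normal conditions, at 3.47 CPM, and for Epha4 after ischemia, at 23.4 CPM. In edgeR's 3-group test of all mice of the series, the FDR over all genes was above 0.05 for all 11 tested genes. Adjusted over the listed genes alone, 2 genes of trend 1 and 1 gene of trend 6 were under 0.05, but the list is the paper's own selection from these mice.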

**Fig. 3:**
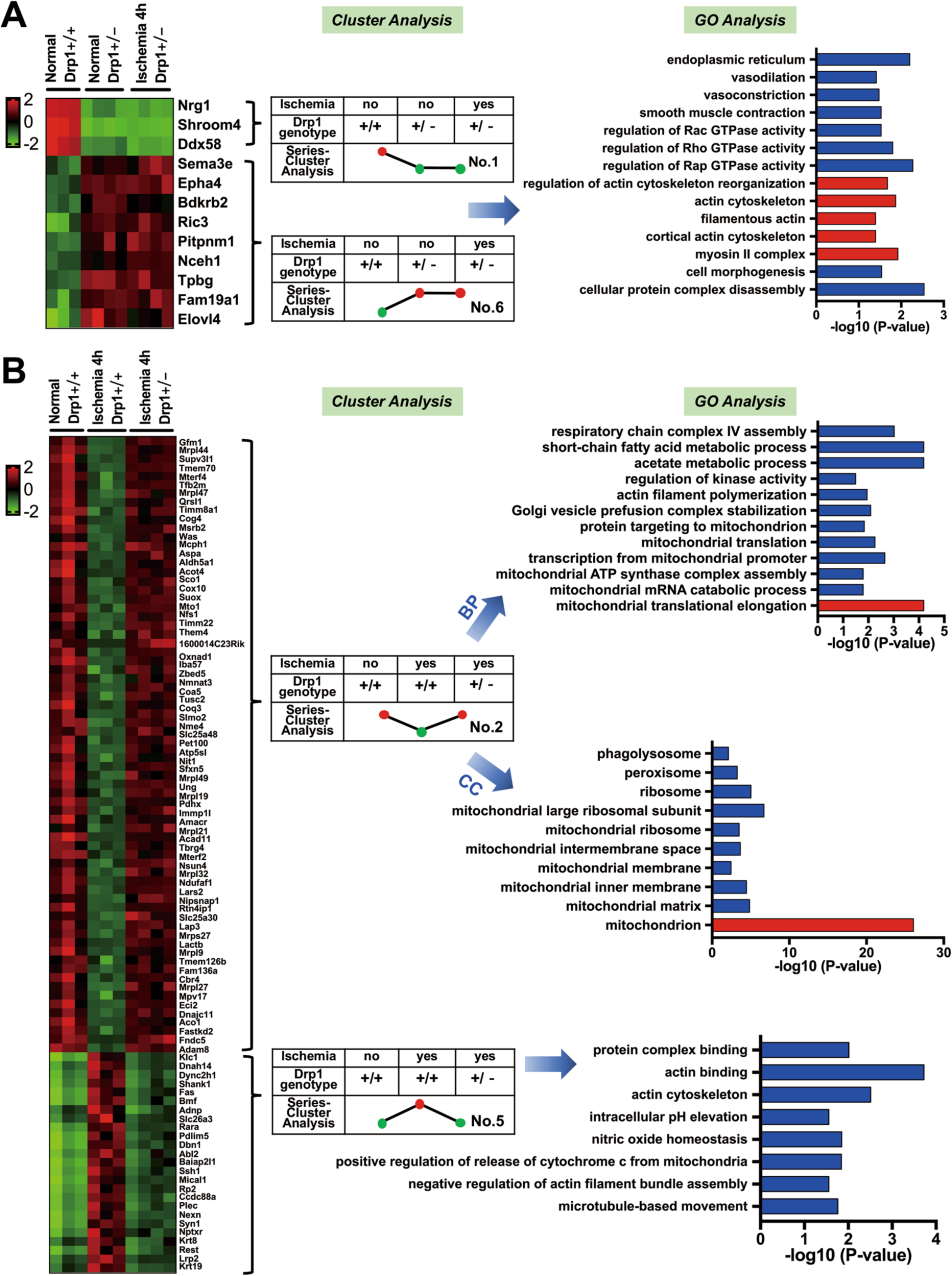
The functional and pathway enrichment analysis for Drp1-mediated biological pathways under normal and ischemic conditions. **a** Functional enrichment analysis for Drp1-mediated biological pathways under physiological conditions. **b** Functional enrichment analysis for Drp1-mediated biological pathways under ischemic conditions. GO analysis results are listed after selected trends of series-cluster data.

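WT mice under normal conditions, WT mice after ischemia and Drp1 KO mice after ischemia formed a series of 10 mice, in which 16887 genes were tested. The limits of the paper's methods were passed by 0 genes, with a smallest FDR of 0.0815 in edgeR's quasi-likelihood F-test. At an unadjusted p under 0.05 there were 1192 genes, which is 7.06% of those tested. With a fold change over 1.5 added, 1121 of these genes were left. Of them, 214 followed trend 2, in which genes fall in WT mice after ischemia and recover in KO mice, against a mean of 205.3 over the 6 orders of the groups. Trend 5, the opposite course, was followed by 82 genes against a mean of 168.3. Between KO and WT mice after ischemia, 0 genes passed the limits, and 1146 genes (6.48% of 17693) had an unadjusted p under 0.05. The smallest FDR of this comparison was 0.715. The test of whether ischemia changed genes differently in KO and WT mice gave 0 genes past the limits and 765 genes at an unadjusted p under 0.05, which is 4.32%. With DESeq2, 168 genes passed the limits in the 3-group test, of which 14 followed trend 2 and 9 followed trend 5. DESeq2 called 32 genes between KO and WT mice after ischemia and 13 genes in the test of the difference.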

Next, we conducted series-cluster analysis on another three groups [“Normal_Drp1 +/+”, “Ischemia 4h_Drp1 +/+”, and “Ischemia 4h_Drp1 +/−” and then selected the trend analysis results of No. 2 and No. 5 to reflect the Drp1-mediated functional pathways in ischemic injury conditions (Fig. S2,B). 

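Fig. 3B lists 70 genes of trend 2, of which 69 passed the low-count filter. Their group means followed trend 2 in 62 cases, but in 27 without replicate 2 of the WT mice under normal conditions. With all mice, 30 of the 69 genes had an unadjusted p under 0.05. The FDR over all genes was above 0.05 for each, with a smallest value of 0.691 in edgeR's 3-group test, and 0 were under 0.05 after adjustment over the list alone. Slc25a30 had the smallest p of the list. It was at 5.27 ± 1.53 CPM in WT mice under normal conditions (SD, n = 3), 2.34 ± 0.332 CPM in WT mice after ischemia (SD, n = 3) and 5.82 ± 1.94 CPM in KO mice after ischemia (SD, n = 4). DESeq2 alone called it, with an FDR of 0.0496, and its FDR over the alternatives set beforehand ran from 0.0496 to 0.751. Mrpl47, which encodes a protein of the large subunit of the mitochondrial ribosome, went from 13.0 ± 7.14 CPM (SD, n = 3) to 5.06 ± 0.503 CPM (SD, n = 3) and 11.0 ± 2.23 CPM (SD, n = 4) across the same groups. The mitochondrial terms were also examined with gene sets defined by symbol. The 81 tested genes of mitochondrial ribosomal proteins had a median log2 fold change of −0.48 after ischemia in WT mice (p = 3.67e-12, limma's camera test with an inter-gene correlation of 0.01) and of 0.58 in KO against WT mice after ischemia (p = 3.5e-17, camera). The 89 nuclear genes of oxidative phosphorylation had medians of −0.59 and 0.75. Camera gave them p = 1.56e-09 and p = 4.22e-17, whereas two-sided exact permutation tests of the set's mean in each mouse gave p = 0.60 and p = 0.114. Camera's p counts genes as nearly independent. With the correlation estimated from these mice, which was 0.728 to 0.729 for the ribosomal set and 0.840 to 0.841 for the other, p was 0.253 and 0.172 for the ribosomal set and 0.361 and 0.212 for oxidative phosphorylation. This setting was chosen after seeing the data. Taking each mouse as 1 value, the mean log2 CPM of the ribosomal set was 4.35 ± 0.85 in WT mice under normal conditions (SD, n = 3), 3.85 ± 0.13 in WT mice after ischemia (SD, n = 3) and 4.40 ± 0.30 in KO mice after ischemia (SD, n = 4). KO and WT mice after ischemia differed by 0.55 (two-sided exact permutation test, p = 0.0571, where 0.0286 is the smallest possible), and each KO mouse (4.02 to 4.70) was above each WT mouse (3.71 to 3.93). WT mice before and after ischemia differed by −0.50 (two-sided exact permutation test, p = 0.40, where 0.10 is the smallest possible). Without replicate 2 of the WT mice under normal conditions, the median of the ribosomal set after ischemia in WT mice was −0.047, and that of oxidative phosphorylation was 0.035. The mean of the ribosomal set also rose with that of 4 brown adipose marker genes among mice of the same group after group means were removed (Pearson r = 0.933 and Spearman rho = 0.877 over 14 mice, each with a two-sided exact permutation p of 4.82e-05, the smallest possible). Over the 13 mice of lane 8, r was 0.944 (two-sided exact permutation p = 0.000145).

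**Figure D2:**
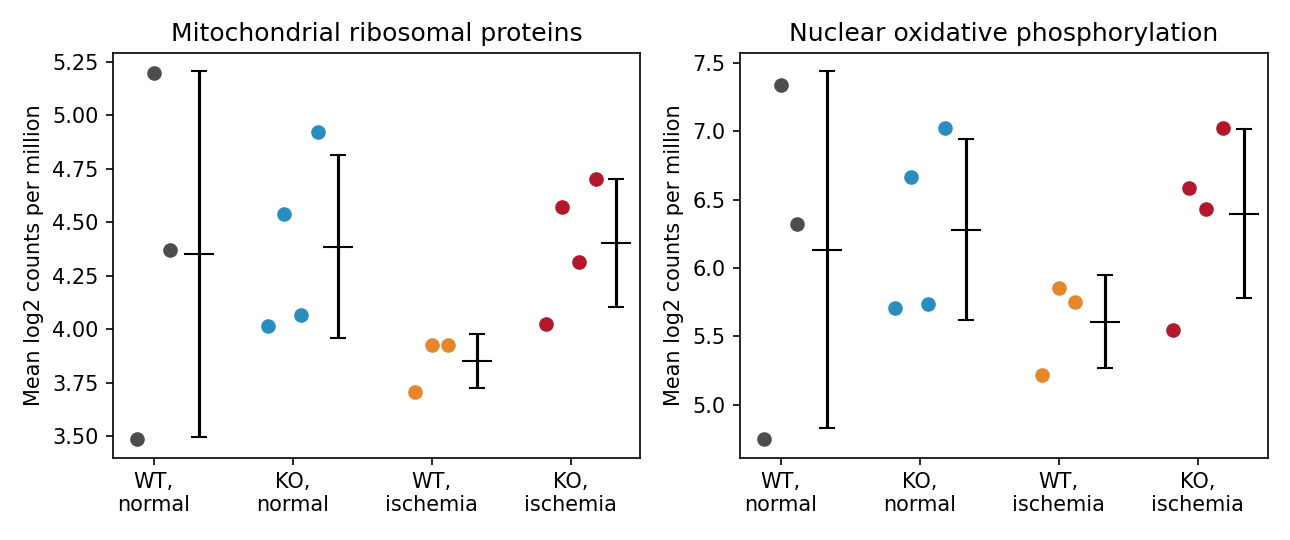
Mean log2 CPM (vertical axes) of 81 genes of mitochondrial ribosomal proteins (left) and 89 nuclear genes of oxidative phosphorylation (right) for each mouse (points) of the 4 groups, with the group mean and SD as a bar. WT mice under normal conditions span 3.49 to 5.20 in the ribosomal set, which contains the whole range of both ischemic groups.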

The No. 2 trend analysis enriched 12 GO_BP (Biological Process) pathways and 10 GO_CC (Cell Component) pathways. The No. 5 trend analysis enriched 5 GO_BP pathways, 1 GO_CC pathway, and 2 GO_MF (Molecular Function) pathways (Table 1). 

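Fig. 3B lists 25 genes of trend 5. All 25 passed the low-count filter, 24 followed trend 5 and Krt8 followed trend 3. Without replicate 2 of the WT mice under normal conditions, 11 of the listed genes followed trend 5. With all mice, an unadjusted p under 0.05 was found for 10 of the 25 genes. An FDR under 0.05 was found for 0 over all genes and for 0 over the list alone. Lrp2 had the smallest p. Its level was 0.181 ± 0.178 CPM in WT mice under normal conditions (SD, n = 3), 2.26 ± 0.648 CPM in WT mice after ischemia (SD, n = 3) and 0.331 ± 0.0919 CPM in KO mice after ischemia (SD, n = 4). Its FDR was 0.691 in edgeR's 3-group test and 0.0012 in DESeq2, and the alternatives set beforehand gave 0.0012 to 0.751. KO mice under normal conditions, which are outside this series, had 2.62 ± 3.20 CPM (SD, n = 4). The mean log2 CPM of the 25 genes was 3.16 ± 0.51 in WT mice under normal conditions (SD, n = 3), 4.35 ± 0.13 in WT mice after ischemia (SD, n = 3) and 3.18 ± 0.16 in KO mice after ischemia (SD, n = 4). Every KO mouse after ischemia was below every WT mouse (two-sided exact permutation test, p = 0.0286, the smallest possible), but the list was selected by the paper on these mice. After group means were removed, this mean had a Pearson r of −0.564 and a Spearman rho of −0.433 with the brown adipose marker genes over the 14 mice (two-sided exact permutation p = 0.179 and 0.212), and over the 13 mice of lane 8 r was −0.749 (two-sided exact permutation p = 0.0363) and rho −0.626 (two-sided exact permutation p = 0.0891). The 58 tested kinesin and dynein genes, as a set not selected by trend, had a median log2 fold change of 0.22 after ischemia in WT mice and of −0.18 in KO against WT mice after ischemia. Camera gave p = 0.548 and p = 0.155, and two-sided exact permutation tests of the set's mean in each mouse gave p = 0.30 and p = 0.114. Without replicate 2 of the WT mice under normal conditions, the first of these medians was −0.043. With at least 10 counts required in every mouse, the second was −0.23 and passed a limit of 0.05 in camera. With the replicate number as a block it was −0.16 and also passed. With the correlation estimated from these mice, camera gave p = 0.636 for the first and p = 0.268 for the second.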

The enrichment analysis suggests that Drp1 might participate in the biological processes listed in Fig. 3B, such as actin filament aggregation, microtubule mobility, Cytochrome C release and NO homeostasis, etc, after ischemic injury.

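Table 1 names the genes behind each of these terms, and each FDR here is from edgeR's 3-group test under ischemic conditions over all genes. For actin filament polymerization, Msrb2 followed trend 2, with 20.3 ± 13.6 CPM in WT mice under normal conditions (SD, n = 3), 8.58 ± 1.91 CPM in WT mice after ischemia (SD, n = 3) and 19.5 ± 6.39 CPM in KO mice after ischemia (SD, n = 4). Was fell from 1.99 ± 0.555 CPM (SD, n = 3) to 0.592 ± 0.136 CPM (SD, n = 3) and reached 1.25 ± 0.704 CPM in KO mice (SD, n = 4), which placed it in trend 1. For microtubule-based movement, Dync2h1 rose from 12.3 ± 3.72 CPM (SD, n = 3) to 18.6 ± 3.20 CPM after ischemia in WT mice (SD, n = 3) and was at 9.49 ± 2.97 CPM in KO mice (SD, n = 4). Klc1 moved the same way, although WT mice under normal conditions overlapped both ischemic groups, from 144 ± 65.1 CPM (SD, n = 3) to 190 ± 28.4 CPM (SD, n = 3) and 127 ± 13.7 CPM (SD, n = 4). After ischemia, each KO mouse was below each WT mouse for Klc1 (two-sided exact permutation test, p = 0.0286, the smallest possible), but the paper selected the gene on these mice. Dnah14 had 111 counts over the 14 mice and a highest level of 0.823 CPM. For release of cytochrome c, Bmf was at 25.1 ± 8.40 CPM (SD, n = 3), 42.6 ± 3.14 CPM (SD, n = 3) and 23.6 ± 4.92 CPM (SD, n = 4), and Fas at 39 ± 13.9 CPM (SD, n = 3), 51.4 ± 7.15 CPM (SD, n = 3) and 34.4 ± 2.58 CPM (SD, n = 4) in the same order of groups. For NO homeostasis, Adnp was at 1.81 ± 0.069 CPM (SD, n = 3), 3.19 ± 0.967 CPM (SD, n = 3) and 1.18 ± 0.538 CPM (SD, n = 4). For negative regulation of actin filament bundle assembly, Shank1 went from 7.53 ± 2.44 CPM (SD, n = 3) to 15.0 ± 1.59 CPM (SD, n = 3) and 9.08 ± 5.25 CPM (SD, n = 4). In this comparison of 3 groups, the unadjusted p of these genes ran from 0.0207 for Bmf to 0.213 for Klc1, and their FDR from 0.691 to 0.703, so none passed the limit of 0.05. From the terms enriched among genes that change after ischemia in WT mice and recover in KO mice, the paper proposes that Drp1 takes part in these processes after ischemic injury.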

**Table 1:** Functional enrichment analysis of Drp1-controlled potential pathways after ischemic injury.

	GO ID	GO Term	Different gene	*P*-Value
Down-up#2 GO_BP	GO:0070125	mitochondrial translational elongation	GFM1, MRPL44	6.46837E-05
	GO:0000958	mitochondrial mRNA catabolic process	SUPV3L1	0.016065818
	GO:0033615	mitochondrial proton-transporting ATP synthase complex assembly	TMEM70	0.016065818
	GO:0006390	transcription from mitochondrial promoter	MTERF4, TFB2M	0.002243482
	GO:0032543	mitochondrial translation	MRPL47, QRSL1	0.005522714
	GO:0006626	protein targeting to mitochondrion	MTERF4, TIMM8A1	0.014642313
	GO:0048213	Golgi vesicle prefusion complex stabilization	COG4	0.008065251
	GO:0030041	actin filament polymerization	MSRB2, WAS	0.011171288
	GO:0043549	regulation of kinase activity	MCPH1	0.031874961
	GO:0006083	acetate metabolic process	ASPA, ALDH5A1	6.46837E-05
	GO:0046459	short-chain fatty acid metabolic process	ALDH5A1, ACOT4	6.46837E-05
	GO:0008535	respiratory chain complex IV assembly	SCO1, COX10	0.000949805
Down-up#2 GO_CC	GO:0005739	mitochondrion	GFM1, SUOX, MTO1, NFS1, TIMM8A1, TIMM22, et al. (Counts:63 genes)	8.71271E-27
	GO:0005759	mitochondrial matrix	TFB2M, IBA57, COQ3, PDHX, et al. (Counts:9 genes)	1.44154E-05
	GO:0005743	mitochondrial inner membrane	THEM4, TIMM22, TIMM8A1, SCO1, et al. (Counts:12 genes)	3.67736E-05
	GO:0031966	mitochondrial membrane	COX10, ACAD11, SFXN5, TMEM126B	0.003633817
	GO:0005758	mitochondrial intermembrane space	THEM4, SUOX, SLMO2, NME4, TIMM8A1	0.000225776
	GO:0005761	mitochondrial ribosome	MRPL49, MRPL19, MRPL47	0.000325395
	GO:0005762	mitochondrial large ribosomal subunit	MTERF4, MRPL49, NSUN4, MRPL32, MRPL47, MRPL27	1.95634E-07
	GO:0005840	ribosome	MRPL47, MRPL49, MRPL19, MRPL21, et al. (Counts:10 genes)	9.65376E-06
	GO:0005777	peroxisome	FNDC5, AMACR, ACAD11, ACOT4, MPV17, ECI2	0.000568133
	GO:0032010	phagolysosome	ADAM8	0.008088235
Up-down#5 GO_BP	GO:0007018	microtubule-based movement	KLC1, DNAH14, DYNC2H1	0.017271489
	GO:0032232	negative regulation of actin filament bundle assembly	SHANK1	0.027955161
	GO:0090200	positive regulation of release of cytochrome c from mitochondria	FAS, BMF	0.014414304
	GO:0033484	nitric oxide homeostasis	ADNP	0.014076018
	GO:0051454	intracellular pH elevation	SLC26A3	0.027955161
Up-down#5 GO_CC	GO:0015629	actin cytoskeleton	RARA, PDLIM5, BMF, DBN1, ABL2, BAIAP2L1	0.003093628
Up-down#5 GO_MF	GO:0003779	actin binding	SSH1, MICAL1, DBN1, RP2, et al. (Counts:10 genes)	0.000189567
	GO:0032403	protein complex binding	FAS, NPTXR, KRT8, SHANK1, REST, LRP2, KRT19	0.009697945

The results reported above verified the close relationship between mitochondrial functions and functional processes including autophagy, apoptosis, and metabolism, as well as the key role of Drp1 in mitochondrial function regulation after ischemic injury. Whether Drp1 regulates the biological processes of autophagy, apoptosis, and metabolism directly after ischemic injury, as well as the exact mechanisms by which it exerts this regulatory role, remain unknown.

### Drp1 participates in autophagy after ischemic injury through the Clec16a-Parkin pathway

We found that LC3B puncta increased significantly in hypoxia-treated VSMCs (Fig. 4A), indicating the existence of autophagy changes in vascular cells after ischemic injury. However, the specific mechanism is unclear.

**Fig. 4:**
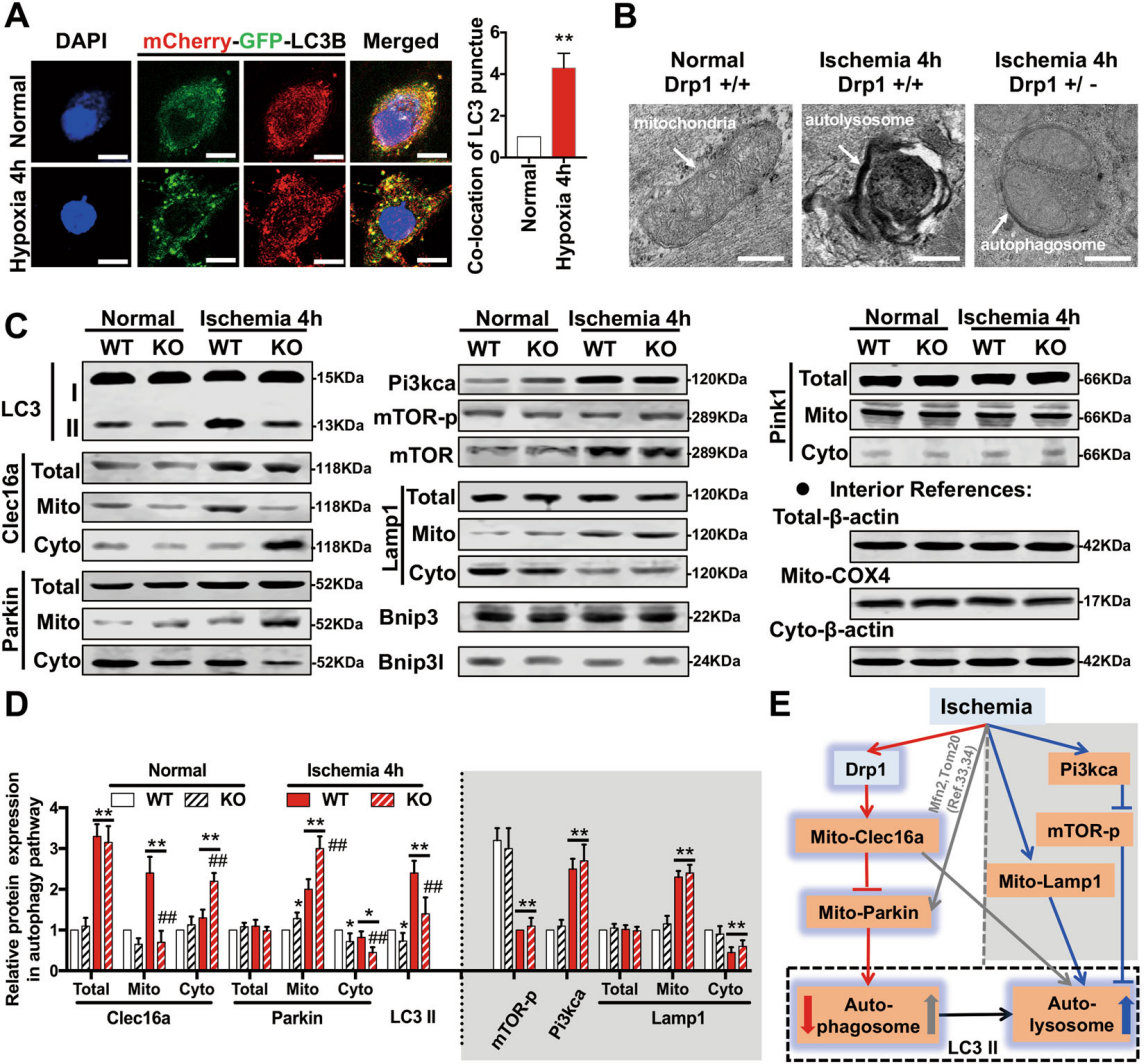
Drp1 participates in autophagy after ischemic injury via the Clec16a-Parkin pathway. **a** Representative confocal images and statistical analysis of VSMCs transfected with mCherry-GFP-LC3B in different groups (63X_bar, 25 μm). **b** TEM images representing autophagy status in different groups (bar, 350 nm). **c** Western blot analysis of autophagy-related protein in WT or Drp1 KO mice after a 4 h ischemic period, with β-actin as internal reference protein for total level and cytoplasm fraction and ANT as internal reference protein for mitochondrial fraction. **d** Statistical analysis of western blot results in Fig. 4C. **e** Schematic diagram of Drp1-mediated autophagy pathways after ischemic injury. *p < 0.05 and **p < 0.01 compared to the WT in normal samples. ^#^*p* < 0.05 and ^##^*p* < 0.01 compared to WT after 4 h ischemic period.

Therefore, we used TEM to further assess autophagy in vascular tissues after ischemic injury. We found that, compared to WT mice under normal conditions, autophagy in the vascular tissues of WT mice increased significantly after 4 h ischemia and principally manifested in the form of autolysosomes. Autophagy also increased after 4 h ischemia in Drp1 KO mice but mainly existed in the form of autophagosomes (Fig. 4B). Next, we screened autophagy-related proteins and examined their expression in Drp1 KO mice after ischemia (Fig. 4C). We found that the LC3 II/I ratio increased markedly after ischemia, while Clec16a increased significantly after ischemia, which were both attenuated by Drp1 KO (Fig. 4C). Total Parkin protein expression did not alter after ischemia, but Parkin appeared to be recruited to mitochondria^31^. Moreover, increase in mito-Parkin was detected in Drp1 KO mice (Fig. 4C,D). These results suggest that Drp1 may upregulate mito-Clec16a and inhibit the recruitment of mitochondrial Parkin after ischemic injury, which was closely related to the formation of autophagosomes. Clec16a is a key protein interacting with E3 ubiquitin ligase NRDP1 in regulating autophagic flux. Clec16a also inhibits the formation of autophagosomes mediated by Parkin, but promotes the fusion of autophagosomes and lysosomes to form autolysosomes^32^. Hence, our results suggest that Drp1 regulates autophagy after ischemic injury mainly through mito-Clec16a upregulation, thereby inhibiting the recruitment of Parkin to mitochondria for forming mitochondrial autophagosomes (Fig. 4E).

Moreover, Pi3kca was increased significantly and mTOR was inhibited after ischaemic injury, which was consistent with the results of our previous functional enrichment network (Fig. 2E), suggesting that the autophagy pathway was activated after ischemic injury. However, this process was not related to the level of Drp1 (Pi3kca, mTOR, and mTOR-p expression did not change significantly after Drp1 KO) (Fig. 4C–E). The recruitment of Lamp1, a protein closely related to autolysosome formation, to mitochondria increased significantly after ischemia. However, unlike the formation of autolysosomes mediated by Clec16a, Lamp1-mediated autolysosome formation was Drp1-independent (Fig. 4C–E).

To further validate the effects of Drp1 on autophagic flux after ischemic injury, we applied Drp1 shRNA treatment to deplete about 70% of Drp1 of VSMCs induced by hypoxia at the cellular level (Fig. S3A,B). We found that GFP-LC3 increased markedly after 4 h hypoxia and colocalized with lysosomes labelled by LysoTracker^®^ (Fig. 5A,B), supporting that autophagy (macroautophagy) increased significantly after ischemia, mainly in the form of autolysosomes.

**Fig. 5:**
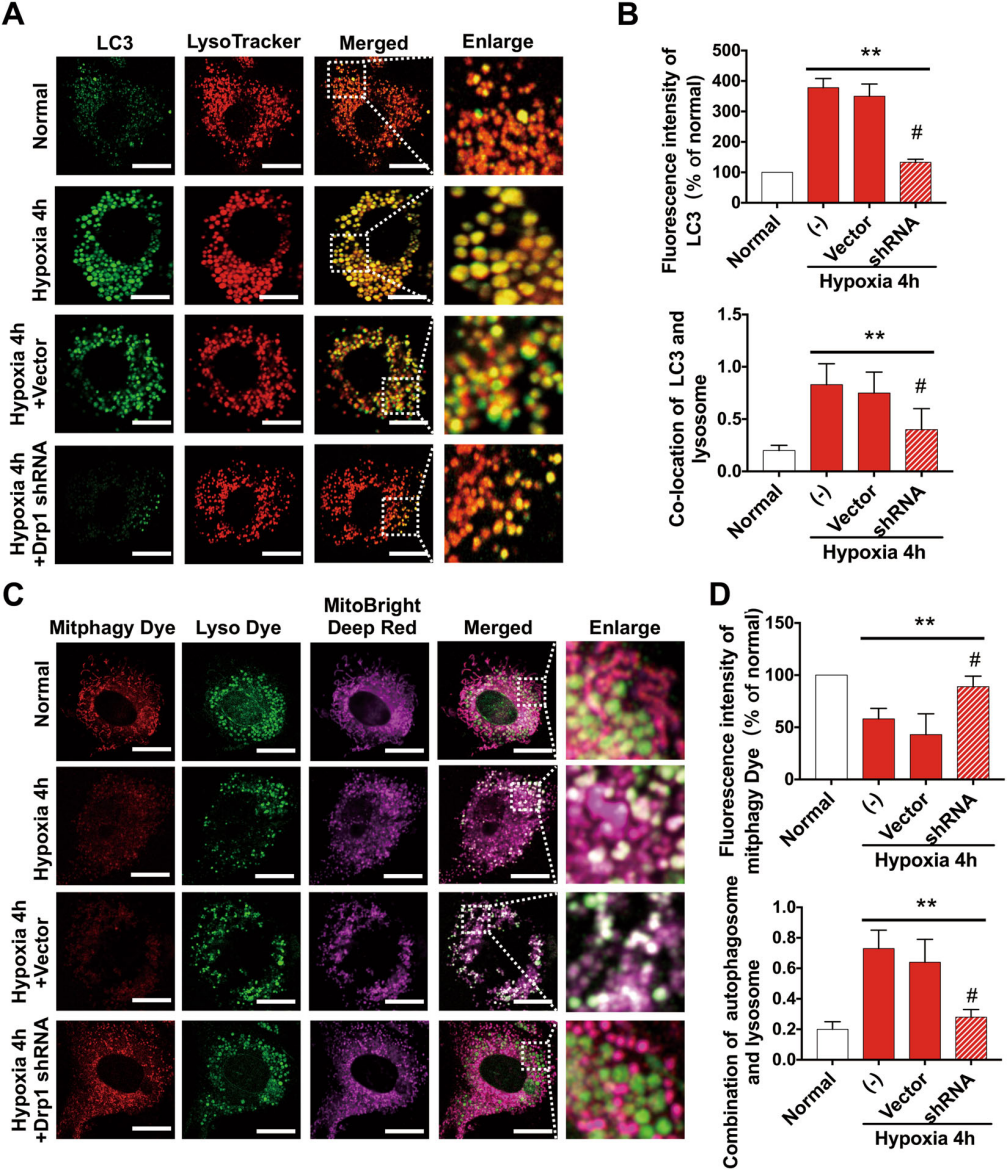
Drp1 affects the formation of autophagosomes after ischemic injury. **a** Representative confocal images of VSMCs transfected with GFP-LC3 and LysoTracker® in different groups (63X_bar, 25 μm). **b** Statistical analysis of colocation results in Fig. 5A. **c** Representative confocal images of mitochondrial autophagosomes and autolysosomes in VSMCs in different groups (63X_bar, 25 μm). **d** Statistical analysis of colocation results in Fig. 5C. *p < 0.05 and **p < 0.01 compared to the normal group. ^#^*p* < 0.05 and ^##^*p* < 0.01 compared to the group subjected to hypoxia for 4 h.

To verify the inhibitory effect of Drp1 on mitophagy after ischemic injury, we stained both mitochondrial autophagosomes and autolysosomes. The results showed that there was a certain degree of mitophagy under normal conditions, but colocalization of autophagosomes and lysosomes was rare. Mitophagy was inhibited after 4 h hypoxia, suggesting an unhealthy accumulation of mitochondria. Colocalization of mitochondrial autophagosomes and lysosomes also increased significantly. After Drp1 shRNA treatment, mitophagy recovered and colocalization of autophagosomes and lysosomes was decreased accordingly (Fig. 5C,D).

### Drp1 participates in apoptosis after ischemic injury by promoting BAX mitochondrial translocation

The FITC value of the TUNEL index decreased by 62% after intervention with Drp1 shRNA (Fig. 6A), confirming that Drp1 plays an important role in apoptosis after ischemia. The total protein expression of BAX had no significant change after ischemia but mito-BAX clearly increased and cyto-BAX clearly decreased, suggesting BAX mitochondrial translocation. Furthermore, this process could be reversed by Drp1 KO (Fig. 6B).

**Fig. 6:**
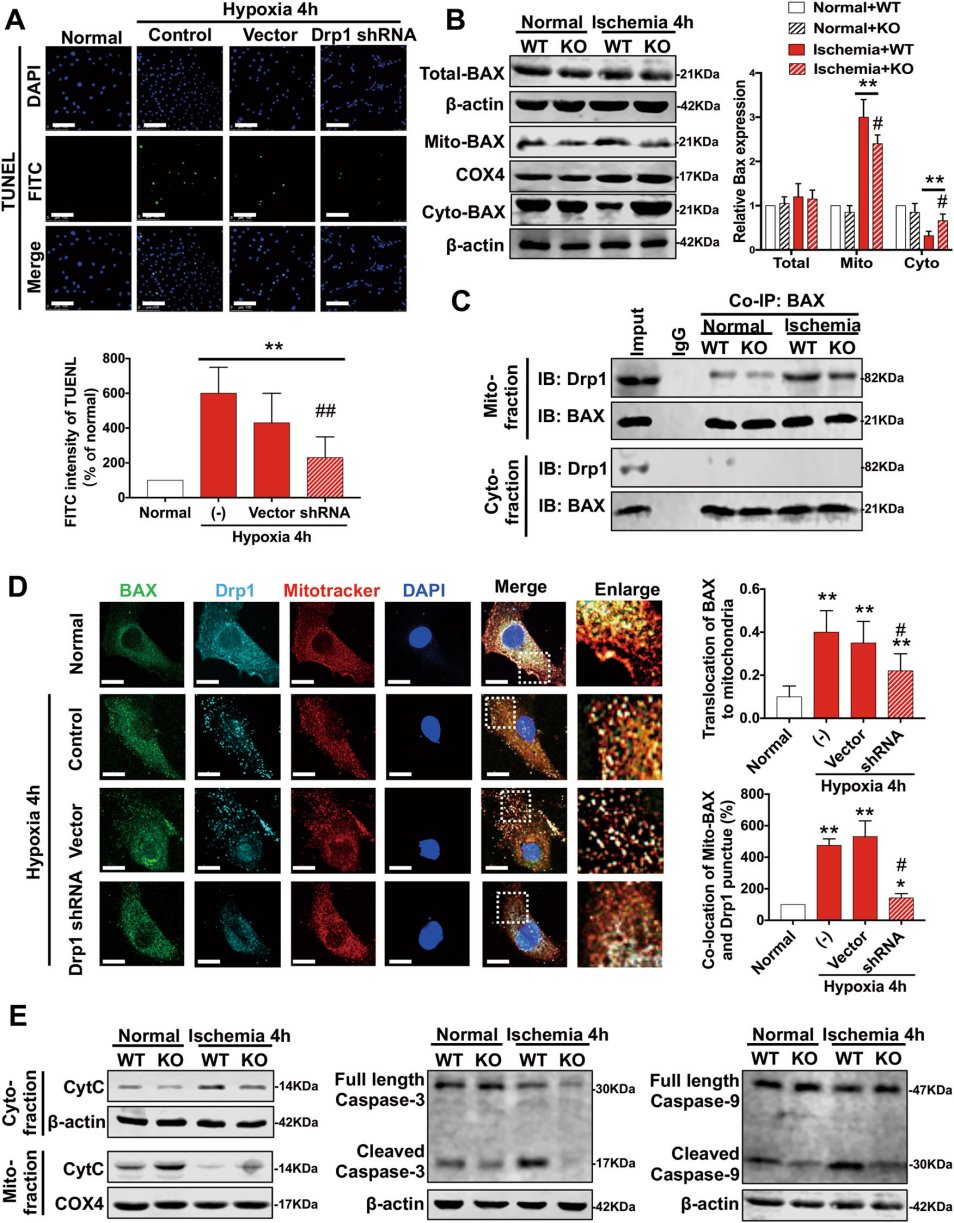
Drp1 participates in apoptosis after ischemic injury by promoting BAX mitochondrial translocation. **a** TUNEL confocal images and statistical analysis of hypoxia-treated VMSCs after Drp1 shRNA (20X_bar, 100 μm). **b** Western blot analysis of BAX expression in different fractions after Drp1 KO. **c** Co-IP results for the combination of Drp1 and BAX in WT or Drp1 KO mice after 4 h ischemic period. **d** Representative confocal images and statistical analysis of colocalization between BAX, Drp1, and mitochondria in different groups. **e** Western blot analysis of the downstream proteins of apoptosis in WT or Drp1 KO mice after 4 h ischemic period. *p < 0.05 and **p < 0.01 compared to the normal group in vitro or WT in vivo. ^#^*p* < 0.05 and ^##^*p* < 0.01 compared to the group subjected to hypoxia for 4 h in vitro or WT after ischemia in vivo.

It has been reported that ischemia may also cause the activation of Drp1 as well as its translocation to mitochondria^16^. Thus, we performed Co-IP of Drp1 and BAX and found that they can combine on mitochondria in vascular tissues after ischemic injury, while there was no relativity between Drp1 and BAX in cytoplasmic components (Fig. 6C). At the same time, we found that the recruitment of mito-Drp1 to BAX and the translocation of BAX to mitochondria could be inhibited after Drp1 KO (Fig. 6C).

To further confirm the inhibitory effect of Drp1 intervention on ischemia-induced BAX mitochondrial translocation, we observed the colocalization of BAX, Drp1, and mitochondria in VSMCs after 4 h hypoxia. Fluorescent images showed that the colocalization of the BAX-Drp1 complex to mitochondria after ischemia was about four times higher than under normal conditions, which was reversed by 70% after treatment with Drp1 shRNA (Fig. 6D).

Next, we studied the downstream pathways of apoptosis and found that CytC release increased markedly and caspase-3 and caspase-9 were activated after ischemic injury (Fig. 6E), which was consistent with previous studies on hypoxic-ischemic brain damage^33^. These downstream pathways of apoptosis could also be reversed by Drp1 KO, further verifying the facilitation of Drp1 on the apoptotic process after ischemic injury.

### Drp1 participates in cellular metabolic disorders after ischemic injury by inhibiting GSH elimination to free radicals

Previous studies have shown that there are obvious cellular metabolic disorders after ischemia induced by cancer or brain damage^34^. Therefore, we quantitatively analysed 400 metabolic markers and found that a series of metabolic molecules in vascular tissue varied significantly after ischemic injury (Fig. 7A). We classified the metabolic pathways of these metabolic molecules and found that (1) amine metabolism and (2) ketone metabolism significantly after ischemia (Fig. 7B), which was consistent with our previous transcriptome findings on metabolic changes after ischemic injury in vascular tissues (Fig. 1A). Other markedly changed metabolic pathways in this process included (3) amino acid degradation, (4) carbohydrate degradation, and organic acid metabolism (Fig. 7B). The differential metabolites exhibiting significant changes after ischemic injury are shown in Fig. 7A in detail. Our metabonomic results illuminated the specific metabolic pathways that underwent significant changes in vascular tissues after ischemic injury.

**Fig. 7:**
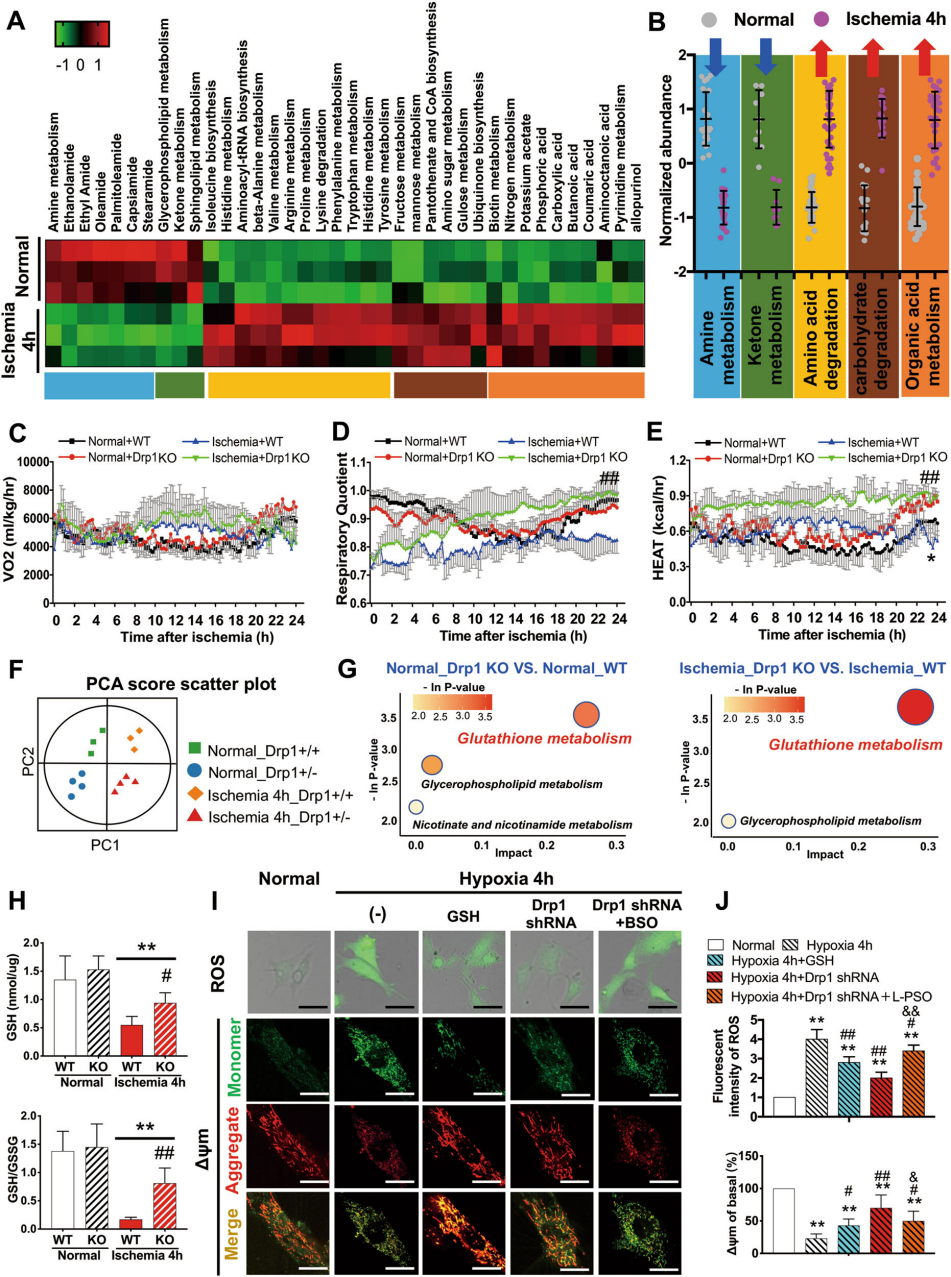
Drp1 participates in disordered cellular metabolism after ischemic injury by inhibiting GSH elimination of free radicals. **a** Metabonomics heatmap in vascular tissue after 4 h ischemic period. **b** Metabolic classification of metabolic molecules and pathways represented in Fig. 7A. The background colors correspond to the color bars in Fig. 7A. **c** 24-h metabolic cage detection to monitor oxygen consumption (VO2) of Drp1 KO mice after ischemia. **d** 24-h metabolic cage detection to monitor respiratory quotient of Drp1 KO mice after ischemia. **e** 24-h metabolic cage detection to monitor energy metabolism of Drp1 KO mice after ischemia. **f** Principal component analysis (PCA) indicated substantial diversity among the four groups and all samples were within the 95% confidence interval (Hotelling’s T-squared ellipse). **g** Bubble diagram of metabolic pathway enrichment after Drp1 KO under normal and ischemic conditions. **h** Mitochondrial glutathione (GSH) and oxidized glutathione (GSSG) levels in different groups. **i** Representative confocal images of ROS and △Ψm after intervening Drp1 and GSH in hypoxia-treated VSMCs. **j** Statistical analysis of Fig. 7G. *p < 0.05 and **p < 0.01 compared to the normal group in vitro or WT in vivo. ^#^*p* < 0.05 and ^##^*p* < 0.01 compared to the group subjected to hypoxia for 4 h in vitro or WT after ischemia in vivo.

We then performed 24-h metabolic cage detection to monitor metabolic changes in WT and Drp1 KO mice under normal and ischemic conditions, and found that Drp1 KO had no effects on oxygen consumption (VO2) (Fig. 7C) but respiratory quotient of Drp1 KO mice increased significantly after ischemia compared with WT mice (Fig. 7D). In addition, we also found that the energy metabolism level of Drp1 KO mice was slightly higher than that of WT mice (*p* < 0.05), and the difference in energy metabolism between WT and Drp1 KO mice was more significant after ischemia (*p* < 0.01) (Fig. 7E).

To explore the regulatory mechanism of Drp1 in metabolic disorders after ischemic injury in vascular tissues, we extracted SMAs from Drp1 KO mice for metabonomic analysis to determine the metabolic molecules and pathways related to Drp1 both under normal and ischemic conditions (Figs. 7F and S4A–D, Table 2). Our data suggest that Drp1 may have a significant inhibitory effect on glutathione under both normal and ischemic conditions (Fig. S4,C,D). The results revealed by the bubble diagram of metabolic pathway analysis also verified that the glutathione metabolism pathway was highly enriched after Drp1 KO (Fig. 7G).

**Table 2:** Differentially expressed metabolites in Drp1 KO mice under normal or ischemia conditions.

Groups	Metabolite name	VIP	*P*-Value	Fold-change
Normal_Drp1 KO VS. Normal_WT	C17-Sphinganine	2.0046	0.0050	0.6062
	Lauryl diethanolamide	1.7902	0.0286	1.8109
	12-amino-octadecanoic acid	1.3755	0.0473	0.4462
	Triphenylphosphine oxide	1.7559	0.0452	1.5391
	4-oxo-2-Nonenal	2.1491	0.0225	1.7825
	lL-Proline	1.6090	0.0422	1.5644
	Nicotinamide	1.6888	0.0443	1.5412
	Glutathione	1.2241	0.0495	1.4872
Ischemia_Drp1 KO VS. Ischemia_WT	Met His Lys	1.8094	0.0222	1.1405
	Glutathione	1.5762	0.0422	1.2040
	4-Hydroxypenbutolol	1.7178	0.0477	1.3998
	Lauryl diethanolamide	2.2267	0.0038	1.7960
	Adenosine 3’-monophosphate	1.9768	0.0071	0.4543
	Met Ser Asp Thr	1.7272	0.0351	1.1581
	Lys Cys His	2.1264	0.0009	1.4878
	N-methyl arachidonoyl amine	1.7289	0.0351	0.7240
	Dihydroxygrosheimin	1.6348	0.0494	1.1153

The mitochondrial glutathione (GSH) content and oxidized glutathione (GSSG) level were assessed, and both showed significant decreases in vascular tissues after ischemia 4 h; however, the decreases were attenuated after Drp1 KO (Fig. 7H). Next, we assessed ROS and △Ψm levels after hypoxia by intervening with Drp1 and GSH, respectively (Fig. 7I). The results showed the increase in ROS and decrease in △Ψm could be inhibited by supplementing with GSH (10 mM) after hypoxia^35^. However, the effect of Drp1 shRNA treatment on mitochondrial function was more pronounced after hypoxia. We also used GSH inhibitor buthionine sulfoxamine (BSO) (1 mM)^35,36^ on the basis of Drp1 shRNA treatment and found that the ROS level increased by 28% and △Ψm decreased by 20% (Fig. 7I–J).

In summary, the results of metabonomic analysis and basic experimental evidence revealed that Drp1 can inhibit mitochondrial GSH levels after ischemic injury, thereby impacting free radical scavenging, leading to a further increase in ROS, further decrease in membrane potential, and further aggravation of mitochondrial dysfunction after ischemic injury (Fig. 8).

**Fig. 8:**
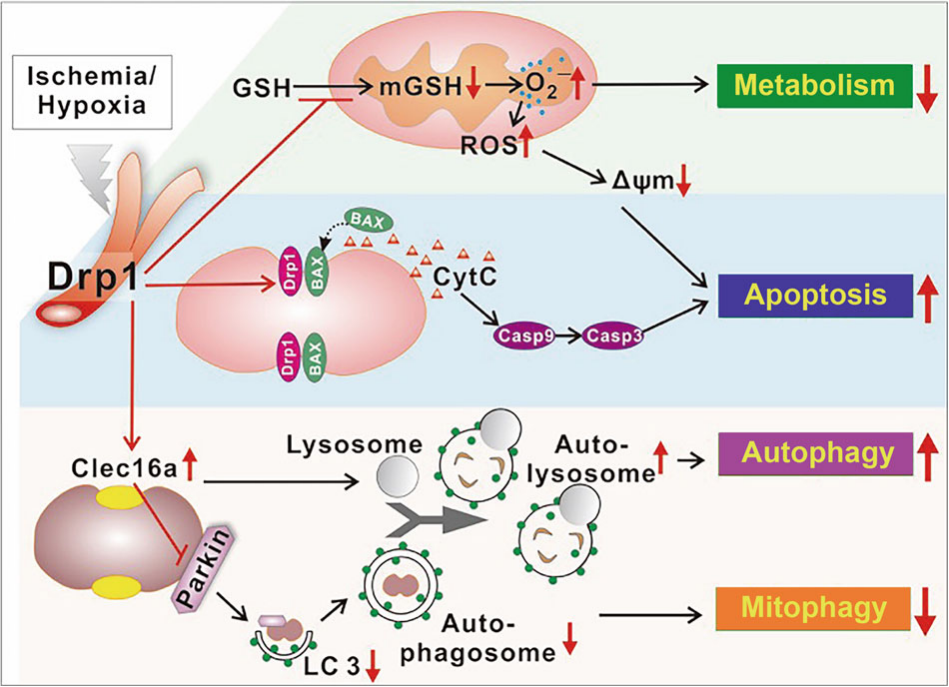
Schematic diagram for the mechanisms of Drp1-regulated autophagic, apoptotic, and metabolic pathways under ischemic injury. Drp1 plays an important role in the regulation of autophagy, apoptosis, and metabolism after ischemic injury. (i) Drp1 may inhibit mitophagy by upregulating mito-Clec16a, inhibiting mito-Parkin recruitment and thus affecting the formation of autophagosomes in vascular tissues after ischemic injury. Likewise, other Drp1-independent pathways in autophagy upregulation may be implicated in this process. (ii) ischemia-induced Drp1 activation may facilitate apoptosis by inducing BAX translocation to mitochondria and thereby increasing Cytochrome C release and caspase-3/-9 activation. (iii) Drp1 may lead to disordered metabolism and inhibit mitochondrial GSH level after ischemic injury, thereby impairing free radical scavenging, leading to further increases in ROS, △Ψm, and aggravation of mitochondrial dysfunction after ischemic injury.

## Discussion

In this study, we showed a role of mitochondrial pathways in the early stage of ischemia. We also found that mitochondrial dysfunction occurred in the late stage of ischemia. Our data showed that Drp1 might participate in the following biological processes: (1) Most mitochondrial pathways are regulated by Drp1 after ischemia. (2) The decrease in actin filament aggregation and the increase in microtubule mobility after ischemia could be reversed by Drp1 knockout. These processes may be regulated by Drp1-mediated cytoskeleton remodelling and binding of related protein complexes. (3) Ischemia-induced CytC release, NO homeostasis imbalance and intracellular pH disorder may be regulated by Drp1. (4) Changes in peroxisomes and lysosomes after ischemia may also be associated with the mitochondrial pathways regulated by Drp1.

Autophagy alters after ischemic injury^37–40^, while some suggested that autophagy is a protective mechanism against ischemia, others showed that the protective effects are limited at early stage of ischemia^41–43^. Studies on cerebral ischemia^44^ found that both autophagy and mitophagy were activated in the early stage, but further studies of mitophagy changes in the late stage of ischemia are unavailable. It was also shown that autophagy could be activated during ischemia and reperfusion, but autophagy was harmful during ischemia and conducive to neuroprotection during reperfusion^45^. Research on myocardial ischemia showed that autophagy was protective during ischemia, but harmful during reperfusion^46^. These contradictory reports may be related to differences in ischemia models, cell types, and signalling pathways involved.

In our study, we also found that both autophagy and mitophagy were activated after ischemic injury in vascular tissues. However, we found that mitophagy exhibited a Drp1-dependent-inhibitory regulatory mechanism during this process. Drp1 inhibited mitophagy under ischemic conditions by upregulating mito-Clec16a, inhibiting mito-Parkin recruitment and thus affecting the formation of the autophagosome. It was shown that the interaction between Clec16a and NRDP1 of E3 ubiquitin ligase not only inhibits the generation of autophagosomes mediated by Parkin, but also promotes the maturity of autophagosomes and the formation of autolysosomes^32^, which was consistent with our report. Moreover, the “inconsistency between autophagy and mitophagy” reflected in recent reports was consistent with our observation in autophagy and mitophagy after ischemia in VSMCs^47^. At the same time, the “increase in autolysosomes after ischemic injury” that we observed with an electron microscope also supported the evidence that ischemic injury could promote the maturation process of autophagosomes, and that this change may be related to the formation of autolysosomes promoted by the upregulation of Lamp1 after ischemic injury.

Recent studies have shown that autophagy could interact with apoptosis and necrosis signalling pathways and even regulate apoptosis^48^. The absence of Atg7 in autophagy could reduce caspase-3 activation and neuronal death induced by ischemia^49^. The increase in lysosomal hydrolase induced by autophagy could participate in the process of apoptosis by activating caspase-3^50^. Nevertheless, studies have proposed that autophagy may have an inhibitory effect on apoptosis after ischemia^43,51^. It was reported that rapamycin, an inducer of autophagy, could inhibit the process of apoptosis by preventing the translocation of BAX and Bad to mitochondria^43^. The close relationship between autophagy and apoptosis after ischemic injury was also verified in the vascular endothelium^52^, gliacytes^53^, and other cell types, but these results are also controversial.

Our research showed that apoptosis was upregulated in VSMCs after ischemic injury and that this process is closely related to the Drp1-BAX pathway. Our results verified that the changes in Drp1 modification in vascular tissues could promote the recruitment of BAX to mitochondria, Cytochrome C release, and caspase activation, which was also verified at the cellular level. Additionally, Drp1 could interact with BAX directly to induce the translocation of BAX to mitochondria in osteosarcoma^54^, which was consistent with our data.

Studies have shown that disordered metabolism after ischemia can result in severe tissue hypoxia and vascular dysfunction^55^. Recent research indicates that, in ischemic injury, there is a significant difference between metabolic changes leading to reduced systemic perfusion when compared to metabolic changes in local ischemia or reperfusion injury of a single organ^56^. Dysfunction of the vascular endothelium cell barrier and the viability of adenylate cyclase are related to vascular leakiness caused by a reduction in cAMP levels^57,58^. In addition, ischemic injury could inhibit the viability of prolyl hydroxylase and thus activate the transcription of the hypoxic-inflammatory signalling mediators Hif1a and NF-κB^59^. Here, we performed transcriptomic and metabolomic analyses to demonstrate that amine metabolism and ketone metabolism in vascular tissues are downregulated significantly after ischemic injury. Moreover, metabolomic results determined that the degradation pathways of amino acids and carbohydrates in vascular smooth muscle tissues are clearly upregulated.

It has been shown that energy metabolism alters from fatty acid oxidation to glycolysis with higher oxidation efficiency during ischemic injury^60^. The mitochondria, as important sources of cellular energy, play a crucial role in energy metabolism during ischemic injury. Activation of mitochondrial aldehyde dehydrogenase 2 was closely related to disturbances in energy metabolism after ischemia^61^. The screening results of differential metabolites in this study showed that the capacity of VSMC glutathione to clear free radicals was compromised after ischemic injury, consisting with preliminary findings on cerebral ischemia^62^. The mitochondrial respiratory chain—an important process for the generation of oxygen radicals in vivo—can be inhibited by the reduction of mitochondrial membrane potential and other factors, leading to an increase in free radicals, lipid peroxidation of mitochondrial membranes, mtDNA damage, and deterioration of mitochondrial dysfunction, thus inducing a reinforcing feedback loop. GSH can greatly increase the content of combined enzyme agent I and thus inhibit this feedback loop by preventing free radicals from generating chains. Here we showed that this process was closely associated with the modification of Drp1 expression, the mitotic protein of mitochondria, and that the mitochondrial dysfunction mediated by Drp1 after ischemic injury may also be related to the upregulation of ROS levels and the reduction of △Ψm caused by inhibiting the capacity of glutathione to clear free radicals.

In conclusion, our study reveals that the molecular pathways linked to mitochondria change with the duration of ischemia. Mitochondrial morphology and dynamics are mainly involved in the early stages of ischemia, while mitochondrial dysfunction is mainly involved in the later stages of ischemia. Drp1 deficiency illustrates the important role of Drp1 in ischemia-induced autophagy, apoptosis, and metabolic pathways through multiple fission-independent mechanisms. It would be interesting to delineate the exact mechanisms of Drp1-regulated mitochondrial pathways in different phases of ischemic injury, in the hopes of developing therapies for ischemic injury that target Drp1-mediated regulation of mitochondrial homeostasis.

## Supplementary information

Supplementary figure legends

Figure S1

Figure S2

Figure S3

Figure S4

# Supplementary material for: Drp1 regulates mitochondrial dysfunction and dysregulated metabolism in ischemic injury via Clec16a-, BAX-, and GSH- pathways
**Source:** Cell Death Dis. 2020 Apr 20;11(4):251. doi: 10.1038/s41419-020-2461-9
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary figure legends**

**Figure S1. The establishment of Drp1 KO mice and demonstration of knockout effect.** (A) The strategy for Drp1 KO mice (Drp1+/-). (B) PCR identification results for Drp1 KO mice. (C) Sequencing results to show reduced gene read value of exon 2 in Drp1 KO mice. (D) Western blot analysis to confirm the Drp1 knockout effect at the protein level. (E) Immunofluorescence images of Drp1 expression in SMAs after Drp1 KO (20X_bar, 100 μm). * p < 0.05 and ** p < 0.01 compared with WT in normal. # p < 0.05 and ## p < 0.01 compared with WT after 4 h ischemic period.

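The paper names Dnm1l-203 as the transcript and its exon 2 as the target. In GENCODE M21 on the genome build GRCm38, Dnm1l lies on chromosome 16 from 16312230 to 16358959 on the minus strand, and Dnm1l-203 spans 16312238 to 16358533 with 20 exons. This build was not taken from the count table, which gives no coordinates. Exon 2 covers 16345998 to 16346145, which is 148 bp. In Dnm1l-203 it belongs to the 5′ UTR, and the annotated start codon lies at 16338599 to 16338601, in exon 5. In 5 of the other 6 transcripts, exon 2 overlaps these bases and holds coding sequence. In Dnm1l-201, Dnm1l-202, Dnm1l-205 and Dnm1l-207 all 148 bp are coding, and in Dnm1l-204 only 3 bp are, at its start codon. The reference sequence of the exon, read along the transcript, is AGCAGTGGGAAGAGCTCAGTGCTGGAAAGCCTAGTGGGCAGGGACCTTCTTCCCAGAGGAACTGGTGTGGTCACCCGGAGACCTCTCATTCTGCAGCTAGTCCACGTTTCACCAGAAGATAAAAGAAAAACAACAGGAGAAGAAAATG. Reads on this exon alone were not analysed here.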

**Figure S2. Trend classification for series-cluster analysis of Drp1-mediated biological pathways under normal and ischemic conditions.** (A) The trend classification for series-cluster analysis under normal conditions. (B) The trend classification for series-cluster analysis under ischemic conditions. “0-7” represent eight types of trend. “0”: Pathways which were down-regulated in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups and were further down-regulated in the “Ischemia 4h_Drp1+/-” group; “1”: Pathways which were down-regulated in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups but were not further changed in the “Ischemia 4h_Drp1+/-” group; “2”: Pathways which were down-regulated in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups but were recovered in the “Ischemia 4h_Drp1+/-” group; “3”: Pathways which were not changed in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups but were down-regulated in the “Ischemia 4h_Drp1+/-” group; “4”: Pathways which were not changed in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups but were up-regulated in the “Ischemia 4h_Drp1+/-” group; “5”: Pathways which were up-regulated in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups but were down-regulated in the “Ischemia 4h_Drp1+/-” group; “6”: Pathways which were up-regulated in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups but were not changed in the “Ischemia 4h_Drp1+/-” group; “7”: Pathways which were up-regulated in “Normal_Drp1+/-” or “Ischemia 4h _Drp1+/+” groups and were further up-regulated in the “Ischemia 4h_Drp1+/-” group.

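In both series, a trend describes the course of a gene's mean log2 CPM over 3 groups relative to WT mice under normal conditions. The middle group is KO mice under normal conditions in the first series and WT mice after ischemia in the second. Genes with an unadjusted p under 0.05 and a fold change over 1.5 were placed in all 8 trends and compared with the mean over the 6 orders of the groups. That mean is taken from the same genes, so a trend with many genes raises the mean of others. A shortfall in those others can follow from that alone. Under normal conditions, trend 3 held 380 genes against a mean of 176.5, trend 4 held 346 against 210.8 and trend 5 held 352 against 278.7. Trends 3 and 4 are those in which the middle group does not change and KO mice after ischemia do. Trends 0, 2 and 7 held 111, 128 and 113 genes against means of 128, 236.7 and 128. Under ischemic conditions, trend 6 held 198 genes against 158, trend 1 held 188 against 124.2, trend 0 held 133 against 91.5 and trend 7 held 107 against 91.5. Trends 3 and 4 held 89 and 110 genes against 158 and 124.2.

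**Figure D3:**
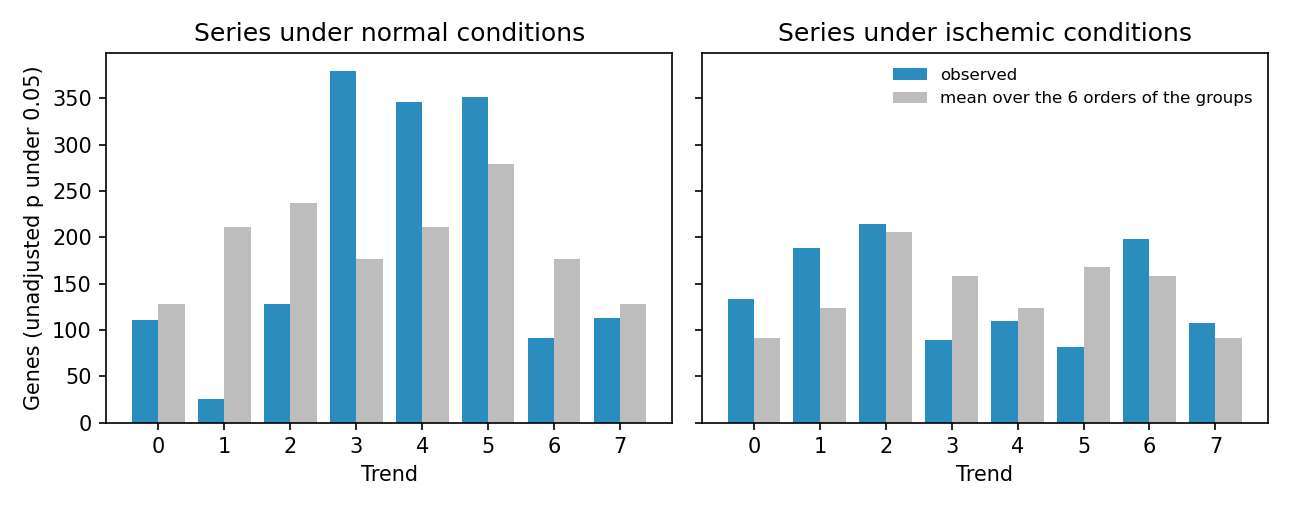
Number of genes with an unadjusted p under 0.05 and a fold change over 1.5 (vertical axis) in each of the 8 trends (horizontal axis) for the series under normal conditions (left) and ischemic conditions (right). Blue bars are the observed numbers and grey bars the mean over the 6 orders of the groups, and the grey bars of trends 1 and 6 exceed the blue ones on the left.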

**Figure S3. Demonstration of interfering effects of VSMCs transfected with Drp1 shRNA.** (A) The transfection effects of GFP-Drp1 shRNA on VSMCs determined by fluorescent and optical scope (20X_bar, 75 μm). (B) The interfering effect of Drp1 shRNA on Drp1 expression determined by western blot. * *p* < 0.05 and ** *p* < 0.01 compared to the normal group.

**Figure S4. OPLS-DA permutation test and volcano plot of differentially expressed metabolites after Drp1 KO under normal and ischemic conditions.** (A) OPLS-DA permutation test to assess the favorable stability of the sample data under normal conditions. (B) OPLS-DA permutation test to assess the favorable stability of the sample data under ischemic conditions. (C) Volcano plot of differentially expressed metabolites after Drp1 KO under normal conditions. (D) Volcano plot of differentially expressed metabolites after Drp1 KO under ischemic conditions.

How the deposited data were processed for this re-analysis (not part of the article)

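RNA-seq of the superior mesenteric artery covered 14 mice in 4 groups, with 3 WT and 4 Drp1 KO mice under normal conditions and 3 WT and 4 KO mice after ischemia. The authors deposited the read count of each gene symbol in each mouse, as 1 table of whole numbers without normalization. Replicates were not pooled. The program that counted the reads, the genome build, the annotation and the use of strand are not named in the paper's text, whose methods mention paired-end analysis and pacBioToCA for mapping. Reads of genes that overlap or have a near-identical copy could therefore be split in ways that are not known. The mouse behind each column was taken from the column's name and the sample labels, and 0 columns with values of single samples were left unused.

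The table has 46095 gene symbols, of which 27727 have a count in at least 1 mouse. Total counts had a median of 33506452 per mouse. A level of 3 counts was taken as the smallest one that the depth can show. The biological coefficient of variation over the 4 groups was 0.522, so the spread between mice, and not counting error, limits the precision of most genes.

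Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr with the groups as its argument, which left 17693 genes for the fit of all 4 groups, 17203 for the 3 groups under normal conditions and 16887 for the 3 groups under ischemic conditions. Libraries were scaled by TMM. The comparisons were KO against WT mice under each condition, ischemia against normal conditions in each genotype, the difference between these (the interaction), and an F-test of 3 groups for each of the paper's series. All used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with an FDR under 0.05 and a fold change over 1.5. For the trends, log2 CPM with a prior count of 2 was averaged in each group and compared with the 8 profiles described in the legend of Fig. S2 by Pearson correlation. The number of genes per trend was set beside the mean over the 6 orders of the 3 groups. Gene sets were defined by symbol and tested with limma's camera on voom values with an inter-gene correlation of 0.01. Differences of a single value between groups were tested with a two-sided exact permutation test.

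The genes named in the text are Dnm1l, the genes of Fig. 3A, the 5 genes of each trend of Fig. 3B with the smallest p, the genes of Table 1 under the terms that the text names, and for each comparison the 5 genes with the smallest p among those past the limits whose groups do not overlap. The genes of proteins that the paper measured by western blot in mice and lists of tissue marker genes were added for the closing section. Some genes under this rule are not reported here, or only within a count or a range. Genes outside this rule are said to have been chosen after their values were seen.

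The steps were tested on simulated counts for the 17693 genes, drawn from the means and library sizes of these mice. Each gene was drawn independently of the others, at the dispersion that edgeR's trend gives for its level. Variation shared between genes, as in the mitochondrial sets, was not simulated. The calls below therefore do not give the power or error rate of the tests on these mice. With 200 genes lowered in WT mice after ischemia, edgeR called 56 genes in that comparison, of which 53 were lowered ones. Among 36 genes lowered 8-fold it called 23, and their median log2 fold change was −2.89. DESeq2 called 95 genes, of which 68 were lowered ones and 27 were not. Of the 34 genes lowered 8-fold that were tested in the 3-group comparison, 94.1% were placed in trend 2, against 28.6% of the 35 tested ones when no gene was changed. With no gene changed, edgeR called 0 genes in each of the comparisons counted, and DESeq2 called 4 genes between ischemia and normal conditions in WT mice, 7 between KO and WT mice under normal conditions, 1 between them after ischemia and 0 in the 3-group test under ischemic conditions. Calls between ischemia and normal conditions in KO mice, for the interaction and in the 3-group test under normal conditions were not counted on simulated data. With no gene changed, 4.74% of the genes had an unadjusted p under 0.05 in edgeR between KO and WT mice under normal conditions.

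The alternatives were DESeq2, other scalings (DESeq2's size factors in edgeR and upper quartiles), other filters on low counts, no limit on the fold change, fits of only the groups compared or of all 14 mice, the replicate number as a block, limma-trend, the Euclidean distance to the profiles, and each mouse left out in turn. The replicate number used as a block comes from the sample labels, and same-numbered samples of different groups are different mice.

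The RVM F-test of the paper's methods was not repeated, and the GO enrichment was not repeated because GO annotation was not used here. Reads on single exons were not analysed here. Coordinates of Dnm1l come from GENCODE M21 on GRCm38.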

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

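The main comparisons, their alternative settings and the counts over other splits of the mice were set beforehand. The other tests in this part, including those with a covariate, were chosen only after the result was seen.

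For the mice, the paper does not report a direct comparison of ischemia with normal conditions in gene expression. In WT mice, 2 genes passed the limits, both higher after ischemia, and 1693 genes (9.57%) had an unadjusted p under 0.05. In KO mice, 52 genes passed, 33 higher and 19 lower, and 2340 genes (13.2%) had an unadjusted p under 0.05. The real split of the WT mice was 1 of 10 splits with as many genes, and 1 of the 4 that parted as many same-numbered pairs. In KO mice it was 1 of 35, and 1 of 8 among those that parted as many same-numbered pairs. Neither of the counts over such pairs can reach a share under 0.05.

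The difference between 52 and 2 genes was set against a change shared by both genotypes. Of the 52 genes, 49 (94.2%) moved in WT mice in the direction they moved in KO mice, and 35 had an unadjusted p under 0.05 there. Only 1 of the 10 splits of the 6 WT mice gave as many in one direction. The median log2 fold change was 2.07 in KO and 1.05 in WT mice for the 33 higher genes, and −1.71 in KO and −0.64 in WT mice for the 19 lower genes. In the test of the interaction, 22 of the 52 genes had an unadjusted p under 0.05. The genes were picked by their change in KO mice, which inflates the KO values and this number. With 3 KO mice against 3, the median number of genes past the limits over the 16 choices of mice was 1, with a range of 0 to 20. The direction of the 49 genes and the count with 3 mice are consistent with a shared change that the larger KO groups bring past the limit, but they do not exclude a larger change in KO mice. Over all genes, the test of the interaction gave 0 genes past the limits, with 765 (4.32%) at an unadjusted p under 0.05.

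Nfkbia and Icam1 were the 2 genes in WT mice, and both also passed in KO mice. Nfkbia rose from 120 ± 15.1 CPM (SD, n = 3) to 409 ± 54.6 CPM (SD, n = 3) in WT mice, a log2 fold change of 1.77 with an FDR of 0.0256 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In KO mice it rose from 95.2 ± 18.2 CPM (SD, n = 4) to 329 ± 43.8 CPM (SD, n = 4), a log2 fold change of 1.79 with an FDR of 0.00429 in edgeR's test. Icam1 rose from 22.6 ± 8.95 CPM (SD, n = 3) to 558 ± 458 CPM (SD, n = 3) in WT mice, a log2 fold change of 4.62 with an FDR of 0.0272 in edgeR's test, and was higher in 3 of 3 mice. In WT mice, the FDR of Nfkbia ran from 1.02e-11 to 0.837 and that of Icam1 from 5.42e-14 to 0.837 over the alternatives other than those leaving out a mouse, while the log2 fold change stayed between 1.74 and 1.78 and between 4.39 and 4.63. With a mouse left out, the log2 fold change was 1.64 to 1.86 for Nfkbia and 3.67 to 4.99 for Icam1. Nfkbia lost its call in WT mice in 5 of 6 fits and Icam1 in 4 of 6, with an FDR in edgeR's test of 0.0311 to 0.22 and of 0.0311 to 0.338.

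Technical explanations for both genes were tested on the smallest of the 4 log2 fold changes, 1.77. With the mean of 4 brown adipose marker genes as a covariate it was 1.76, with the mean of 4 haemoglobin genes, as a measure of blood left in the vessel, it was 1.88, with the mean of each of 11 other lists of tissue or cell markers in turn it was 1.68 or more, and after a smooth trend on transcript length and GC content was taken out it was 1.83. Without the library of lane 1, the smaller value in WT mice was 1.77, but neither gene passed in WT mice, each with an FDR of 0.219 in edgeR's test (0.0311 to 0.22 for Nfkbia and 0.0311 to 0.338 for Icam1 over the fits that left out a mouse). The mean of both genes had a Pearson r of −0.0603 with library size after group means were removed (14 mice, two-sided exact permutation p = 0.837; Spearman rho −0.0549, two-sided exact permutation p = 0.896; r = −0.228 without the 2 mice at the ends). None of these accounts for the rise. Of the 11 lists, neutrophil markers rose most after ischemia, by 1.11 in WT mice (two-sided exact permutation p = 0.70) and by 1.90 in KO mice (two-sided exact permutation p = 0.0857), and with them as a covariate the log2 fold change of Nfkbia was 1.71 in both genotypes and that of Icam1 was 3.97 in WT and 3.27 in KO mice. Cells without a marker list were not examined, so a response to ischemia remains a hypothesis. By the paper's methods, ischemic animals were anaesthetized, catheterized and bled, and no sham operation of normal animals is described. A response to anaesthesia or surgery therefore cannot be told apart from one to ischemia. This holds for every comparison of ischemia with normal conditions.

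Among the genes past the limits in KO mice, Lyl1 (log2 fold change −2.69), Sdc4 (1.64), Sash1 (1.61) and Kif21b (−2.03) had the smallest p after Nfkbia, each with an FDR of 0.0063 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no overlap between the groups. Over the alternatives other than those leaving out a mouse, the FDR of Lyl1 ran from 1.03e-14 to 0.0117, that of Sdc4 from 9.75e-13 to 0.0117, that of Sash1 from 1.08e-10 to 0.0187 and that of Kif21b from 1.26e-12 to 0.0187. With a mouse left out, all 4 passed in each of the 8 fits, with an FDR of up to 0.0427 for each in edgeR's test. Kif21b also had the smallest p of the interaction, 0.000108 before adjustment and an FDR of 0.946 after it in edgeR's test. Its level was 5.95 ± 1.08 CPM (SD, n = 3) and 6.02 ± 1.65 CPM (SD, n = 3) in WT mice before and after ischemia, and 11.5 ± 1.88 CPM (SD, n = 4) and 2.82 ± 0.643 CPM (SD, n = 4) in KO mice. No technical or biological explanation was tested for these 4 genes alone.

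Single KO libraries lay far from the other 3 of their group in 9 measures, where the gap to the nearest library divided by the group's range was above Dixon's limit for groups of 4. Under normal conditions, replicate 3 had the highest total count (40255851, ratio 0.945) and the lowest mean of the microtubule motor genes (1.70, ratio 0.876). Replicate 1 was lowest for Ric3 (13.9 CPM, ratio 0.859) and for the mean of 3 intestinal marker genes (−3.23, ratio 0.835). Replicate 4 was lowest for Fam19a1 (3.47 CPM, ratio 0.871) and highest for Sdc4 (175 CPM, ratio 0.921) and for the mean of 3 liver marker genes (4.00 against −4.06 to −3.06, ratio 0.876). After ischemia, replicate 4 was highest for Epha4 (23.4 CPM, ratio 0.834) and lowest for the motor genes (1.69, ratio 0.881). In all, 108 groups of 4 mice were examined, where chance alone gives 5.4, and a number of 9 or more has a one-sided binomial p of 0.0919. The WT groups, with 3 mice each, were not examined, so outlying libraries are not shown to be particular to KO mice. Groups with a median of 3 counts or fewer were left out, a rule added after a first count had been seen. With these groups included, 13 of 114 groups were beyond the limit, where chance gives 5.7 (one-sided binomial p = 0.00468). The 4 added were replicate 4 under normal conditions for Dnah14 (0.645 CPM, ratio 0.936) and for the sympathetic neuron markers (−3.39, ratio 1.0), and for the pancreas markers replicate 1 under normal conditions (−3.37, ratio 1.0) and replicate 3 after ischemia (−3.97, ratio 1.0). Whether the number exceeds chance therefore depends on that rule, and measures from the same library are not independent. No biological explanation was tested.

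The change with ischemia differed between genotypes in 2 of 6 gene sets before adjustment. The genotype labels were permuted within each condition, which gives 1225 arrangements. The mean log2 CPM of the microtubule motor genes changed by −0.22 more in KO than in WT mice (two-sided exact permutation p = 0.0482, 0.144 after Benjamini-Hochberg adjustment over the 6 sets). The trend 5 genes of Fig. 3B changed by −1.42 more (two-sided exact permutation p = 0.0147, 0.0882 after adjustment), but the paper selected them on these mice for such a course. The p of the other 4 sets was 0.345 for the mitochondrial ribosomal genes, 0.460 for oxidative phosphorylation, 0.704 for the brown adipose genes and 0.252 for the trend 2 genes of Fig. 3B (two-sided exact permutation tests). No set passed after adjustment.

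The mean of the trend 5 genes was also set against 2 technical measures after group means were removed. With the brown adipose genes, Pearson r was −0.564 over the 14 mice (two-sided exact permutation p = 0.179; −0.70 without the 2 mice at the ends) and −0.749 over the 13 mice of lane 8 (two-sided exact permutation p = 0.0363), so brown adipose RNA cannot be excluded. With library size, r was −0.198 (two-sided exact permutation p = 0.728; Spearman rho −0.0593, two-sided exact permutation p = 0.852).

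Ucp1, a marker of brown adipose tissue that the paper does not discuss, was at 40.0 CPM or more in every mouse. It ranged from 40.0 to 3945 CPM in WT mice and from 555 to 4074 CPM in KO mice under normal conditions, and from 66.4 to 775 CPM and from 602 to 3267 CPM after ischemia. Fat around the artery is a candidate source, and markers measure RNA, not tissue. Of the 4 markers, 1 is itself in the oxidative phosphorylation set. The mitochondrial ribosomal genes share 0 genes with the 4 markers. Within groups, their mean rose with that of the markers (Pearson r = 0.933, Spearman rho = 0.877, 14 mice, two-sided exact permutation p = 4.82e-05 for both, the smallest possible, and 0.000289 after Benjamini-Hochberg adjustment over 6 relations). Without the 2 mice farthest from the median of the markers, r was 0.913. With the markers as a covariate, the median log2 fold change of the set in KO against WT mice after ischemia moved from 0.58 to −0.12.

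Other technical explanations for the mitochondrial set had less effect. Pearson r with library size was −0.149 (two-sided exact permutation p = 0.802; Spearman rho −0.134, two-sided exact permutation p = 0.706) and with Y-linked genes, as a measure of sex, −0.509 (two-sided exact permutation p = 0.111, 0.333 after adjustment; Spearman rho −0.462, two-sided exact permutation p = 0.140). After a smooth trend on transcript length and GC content was taken out, the median was 0.40, from 0.60 in the same fit, with values for all 81 genes. The higher level in KO mice cannot be told apart from a different amount of brown adipose RNA. A change of mitochondrial genes by genotype within the artery remains possible as well, since a covariate that itself differs with the genotype can remove a real effect, and the marker mean was 5.70 ± 1.43 in WT (SD, n = 3) and 8.36 ± 1.15 in KO mice (SD, n = 4) after ischemia (two-sided exact permutation p = 0.0857).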

How the results depend on the processing

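The main designs and the alternatives were set before the data were examined, apart from 3 alternatives chosen after seeing the data, which were an unadjusted p under 0.05, camera with the correlation estimated from these mice and the brown adipose marker mean as a covariate. The tests of the other splits are given in the other parts. The cause of the changes below was not tested.

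Most results kept their direction and their side of the limits. Under the alternatives other than those leaving out a mouse, Dnm1l stayed at a log2 fold change between −0.34 and −0.28 between KO and WT mice under normal conditions and between −0.12 and −0.07 after ischemia, and with a mouse left out between −0.41 and −0.13 and between −0.18 and −0.05. It did not pass in any of these fits. The signs of the mitochondrial sets were the same under the alternatives set beforehand other than those leaving out a mouse, with medians of −0.55 to −0.47 and −0.63 to −0.56 after ischemia in WT mice and 0.44 to 0.62 and 0.53 to 0.78 in KO against WT mice after ischemia. Under these alternatives, between 59 and 62 of the listed genes followed trend 2 and between 18 and 24 followed trend 5. The lowest numbers came with at least 10 counts required in every mouse.

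DESeq2 moved most counts. It called 50 genes between KO and WT mice under normal conditions, 32 after ischemia, 112 between ischemia and normal conditions in WT mice, 613 in KO mice and 13 for the interaction. In the 3-group tests it called 575 genes under normal conditions, 7 of them in trend 1 and 24 in trend 6, and 168 under ischemic conditions, 14 of them in trend 2 and 9 in trend 5. On simulated counts with no gene changed, DESeq2 called 7 genes between KO and WT mice under normal conditions, where edgeR called 0, and both called 0 in the 3-group test under ischemic conditions.

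Without a filter on low counts, 73 genes passed the 3-group test under normal conditions, with 1 in trend 6, and 3 passed under ischemic conditions. With at least 10 counts in every mouse, the motor genes had a median of −0.23 in KO against WT mice after ischemia and passed. With only the 2 groups compared, 0 genes passed between ischemia and normal conditions in WT mice and 267 in KO mice. With all 14 mice in the fit, 24 genes passed the 3-group test under normal conditions. Limma-trend gave 4 genes between ischemia and normal conditions in WT mice, 67 and 5 genes in the 3-group tests under normal and ischemic conditions, and 2 genes in trend 6.

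With the replicate number as a block, 0 genes passed between ischemia and normal conditions in WT mice, 1 gene of trend 6 passed, and the motor genes had a median of −0.16 in KO against WT mice after ischemia and passed. Same-numbered samples are different mice, and their deviations from the group means had a mean correlation of 0.0892 over 19 pairs, against −0.0305 over the 54 pairs with different numbers.

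At an unadjusted p under 0.05 and the same fold change limit, 783 genes passed between KO and WT mice under normal conditions, 891 after ischemia, 1422 between ischemia and normal conditions in WT mice, 1803 in KO mice and 731 for the interaction. The 3-group tests gave 1546 genes under normal conditions, with 25 in trend 1 and 91 in trend 6, and 1121 under ischemic conditions, with 214 in trend 2 and 82 in trend 5. With the estimated correlation, the medians of the mitochondrial sets were the same by design, −0.48 and −0.59 after ischemia in WT mice and 0.58 and 0.75 in KO against WT mice after ischemia, and none passed.

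With the brown adipose marker mean as a covariate, the signs in KO against WT mice after ischemia reversed to −0.12 for the ribosomal set, −0.34 for oxidative phosphorylation and 0.060 for the motor genes. The oxidative phosphorylation set shares 1 gene with the markers, so its adjustment is partly by its own member. After ischemia in WT mice the medians were −0.24 and −0.16 for the mitochondrial sets. The covariate gave 1 gene between KO and WT mice under normal conditions, 291 between ischemia and normal conditions in KO mice, 502 and 2 genes in the 3-group tests under normal and ischemic conditions, and 71 and 17 genes in trends 1 and 6. Of the listed genes, 36 followed trend 2 and 15 followed trend 5.

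Leaving out each mouse in turn gave 0 to 29 genes between KO and WT mice under normal conditions, 0 to 2 between ischemia and normal conditions in WT mice and 5 to 31 in KO mice. The 3-group test gave 1 to 178 genes under normal conditions, with 0 to 5 in trend 1 and 0 to 3 in trend 6, and 0 to 2 genes under ischemic conditions. Of the listed genes, 1 to 2 followed trend 1, 6 to 9 trend 6, 27 to 66 trend 2 and 11 to 23 trend 5. The ribosomal set stayed between −0.94 and −0.047 after ischemia in WT mice and between 0.47 and 0.72 in KO against WT mice. Oxidative phosphorylation ran from −1.29 to 0.035 and from 0.53 to 1.05, and the motor genes from −0.043 to 0.19 and from −0.19 to −0.11. Without replicate 2 of the WT mice under normal conditions, the signs after ischemia in WT mice reversed, to 0.035 for oxidative phosphorylation and −0.043 for the motor genes. The counts of genes between KO and WT mice after ischemia, for the interaction and in trends 2 and 5 were 0 whichever mouse was left out, where all mice gave 1146 and 765 genes for the first 2 at an unadjusted p under 0.05.

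For single genes, 0 values reversed. Of 343 values with a mouse left out, 333 kept their side of the limits, 9 lost it and 1 gained it. All 9 were Nfkbia or Icam1 in WT mice, where Nfkbia kept its call in 1 of 6 fits and Icam1 in 2 of 6, and the 1 gained was Ddx58. Of 310 values under other settings, 301 kept it, 4 lost it and 5 gained it. Of 48 counts of listed genes past the limits, 7 moved.

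The authors' normalized values, set as an alternative beforehand, were not run because the table used here has counts alone. DESeq2 was not run for the gene sets. The spread between mice limits the counts of genes more than the depth does, but the tests made calls at these group sizes on simulated counts. Those counts had no variation shared between genes, so the calls do not give the power of the tests on these mice. Comparisons of 3 with 3 mice cannot reach an exact p under 0.10.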

Differences from the paper's values

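No test in this part was chosen after the result was seen, apart from the unadjusted p and the brown adipose covariate.

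The paper lists about 3 genes of trend 1 in Fig. 3A, read by eye, and 0 of these passed edgeR's 3-group test and followed the trend here. It lists about 9 genes of trend 6 in Fig. 3A, read by eye, and 0 passed here. In Fig. 3B, it lists about 70 genes of trend 2, read by eye, against 0 here, and about 25 genes of trend 5, read by eye, against 0 here. None of the alternatives set before the data were examined closed these gaps. With DESeq2, 1 listed gene passed in each of trends 6, 2 and 5 and 0 in trend 1. These were Ric3 with an FDR of 0.0182, Slc25a30 with an FDR of 0.0496 and Lrp2 with an FDR of 0.0012 in DESeq2's likelihood ratio test, over ranges of 0.0182 to 0.33, 0.0496 to 0.751 and 0.0012 to 0.751 for the alternatives. At an unadjusted p under 0.05 in place of the FDR, chosen after seeing the values, with the fold change limit and the trend still required, the numbers for trends 1, 6, 2 and 5 were 1, 3, 30 and 9.

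The paper places every listed gene in its panel's trend. Here Ddx58 followed trend 0 in place of trend 1. It passed with DESeq2 at an FDR of 0.0193 (0.0193 to 0.43 over the alternatives), in edgeR without replicate 1 of the WT mice under normal conditions at an FDR of 0.0346, and in edgeR with the brown adipose marker mean as a covariate, a setting chosen after seeing the values. In addition, Tpbg followed trend 7 in place of trend 6, Was trend 1 in place of trend 2, and Aspa, Acot4, Slc25a48, Ung, Mrpl19 and Lactb trend 4 in place of trend 2. Krt8 followed trend 3 in place of trend 5. Nrg1, with 168 counts over the 14 mice, did not pass the low-count filter of the series under normal conditions, and 1600014C23Rik, with 10 counts, did not pass that of the series under ischemic conditions.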

Other observations

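Except for edgeR's main comparisons and the splits below, the tests in this part were chosen only after the result was seen.

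Other splits of the same mice were counted for each comparison, among those that parted as many same-numbered pairs. For KO against WT mice under normal conditions, 4 of 8 splits had as many genes at an unadjusted p under 0.05, and 22 of all 35 did. For KO against WT mice after ischemia, 1 of 8 did, and 3 of all 35. In the same comparison, 1 of 8 splits gave a median log2 fold change as large for the ribosomal set, 1 of 8 for oxidative phosphorylation and 1 of 8 for the motor genes, and over all 35 splits 2, 5 and 1 did. For ischemia in WT mice, the medians were as large in 2 of 4 splits for the ribosomal set, in 2 of 4 for oxidative phosphorylation and in 1 of 4 for the motor genes, and over all 10 splits in 4, 5 and 3. None of the counts over 4 or 8 splits can reach a share under 0.05.

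For the interaction, 16 of 64 swaps of genotype within same-numbered pairs gave as many genes at an unadjusted p under 0.05. Of 100 splits drawn for each 3-group test, 2 gave as many genes past the limits under normal conditions, and 3 gave as many at an unadjusted p under 0.05 under ischemic conditions. At an unadjusted p under 0.05 and the fold change limit, as many genes followed trend 1 in 60 of 100 splits, trend 6 in 26, trend 2 in 14 and trend 5 in 34. The share was under 0.05 for both 3-group tests and above it for each of the 4 selected trends.

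Transcripts of 9 proteins that the paper measured by western blot in mice did not pass between KO and WT mice. The paper's effects of KO concern Clec16a, Parkin and BAX in mitochondria, the LC3 II/I ratio, released cytochrome c and activated caspases. RNA of the whole tissue measures none of these, so the values here do not test them. For Pi3kca and mTOR, the paper reports no significant change of the protein with KO. After ischemia, Mtor was at 36.0 ± 3.46 CPM in WT (SD, n = 3) and 57.7 ± 17.8 CPM in KO mice (SD, n = 4), with a log2 fold change of 0.69 (two-sided exact permutation p = 0.0857), and was the only one of these 9 with an unadjusted p under 0.05 in that comparison. Cycs was at 14.1 ± 4.82 CPM (SD, n = 3) and 38.1 ± 17.0 CPM (SD, n = 4), with a log2 fold change of 1.44 (two-sided exact permutation p = 0.114). Clec16a was at 36.9 ± 1.23 CPM (SD, n = 3) and 46.7 ± 8.78 CPM (SD, n = 4), and Park2 at 3.4 ± 0.615 CPM (SD, n = 3) and 3.68 ± 1.34 CPM (SD, n = 4). For Bax, Pik3ca, Mtor, Lamp1, Casp9, Cycs, Map1lc3b, Clec16a and Park2, the FDR in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.715 or more in this comparison.

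The mean of 4 haemoglobin genes was higher by 1.33 log2 units in KO than in WT mice under normal conditions (two-sided exact permutation p = 0.0286, the smallest possible) and changed by −1.93 after ischemia in KO mice (two-sided exact permutation p = 0.0286 over 70 splits, the smallest possible). In WT mice it changed by −2.51 after ischemia (two-sided exact permutation p = 0.20, where 0.10 is the smallest possible), and KO and WT mice after ischemia differed by 1.90 (two-sided exact permutation p = 0.143). The paper's ischemia model is made by bleeding the animals. The falls after ischemia therefore cannot be told apart from a loss of blood by the procedure itself. After ischemia in KO mice, white adipose markers changed by −0.71 and immediate-early genes by 0.83 (two-sided exact permutation p = 0.0286 for each). In WT mice they changed by −0.29 and 0.11 (two-sided exact permutation p = 0.90 and p = 0.80). Immediate-early genes were not among the covariates tried for Nfkbia and Icam1.

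Tagln, a smooth muscle marker, was at 0.674 to 5.75 CPM, whereas Acta2, another one, was at 3354 to 18642 CPM. Xist was at 0.123 CPM in the lowest mouse and at 665 CPM in the highest, and mice with high and low values occurred in each group. The table has 46095 gene symbols, which equals the paper's number of probes for its rat arrays.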
